# Different as night and day: Behavioural and life history responses to varied photoperiods in *Daphnia magna*

**DOI:** 10.1111/mec.15230

**Published:** 2019-09-26

**Authors:** Kurt A. Gust, Alan J. Kennedy, Jennifer G. Laird, Mitchell S. Wilbanks, Natalie D. Barker, Xin Guan, Nicolas L. Melby, Lyle D. Burgoon, Michael E. Kjelland, Todd M. Swannack

**Keywords:** *Daphnia* behaviour, *Daphnia* life history, male production, photoperiod, phototaxis

## Abstract

Nearly all animal species have utilized photoperiod to cue seasonal behaviours and life history traits. We investigated photoperiod responses in keystone species, *Daphnia magna*, to identify molecular processes underlying ecologically important behaviours and traits using functional transcriptomic analyses. *Daphnia magna* were photoperiod‐entrained immediately posthatch to a standard control photoperiod of 16 light/ 8 dark hours (16L:8D) relative to shorter (4L:20D, 8L:16D, 12L:12L) and longer (20L:4D) day length photoperiods. Short‐day photoperiods induced significantly increased light‐avoidance behaviours relative to controls. Correspondingly, significant differential transcript expression for genes involved in glutamate signalling was observed, a critical signalling pathway in arthropod light‐avoidance behaviour. Additionally, period circadian protein and proteins coding F‐box/LRR‐repeat domains were differentially expressed which are recognized to establish circadian rhythms in arthropods. Indicators of metabolic rate increased in short‐day photoperiods which corresponded with broadscale changes in transcriptional expression across system‐level energy metabolism pathways. The most striking observations included significantly decreased neonate production at the shortest day length photoperiod (4L:20D) and significantly increased male production across short‐day and equinox photoperiods (4L:20D, 8L:16D and 12L:12D). Transcriptional expression consistent with putative mechanisms of male production was observed including photoperiod‐dependent expression of transformer‐2 sex‐determining protein and small nuclear ribonucleoprotein particles (snRNPs) which control splice variant expression for genes like transformer. Finally, increased transcriptional expression of glutamate has also been shown to induce male production in *Daphnia pulex* via photoperiod‐sensitive mechanisms. Overall, photoperiod entrainment affected molecular pathways that underpin critical behavioural and life history traits in *D. magna* providing fundamental insights into biological responses to this primary environmental cue.

## 1 INTRODUCTION

The cladoceran *Daphnia magna* is a keystone ecological model species commonly utilized for freshwater ecology research and standardized toxicological testing. *Daphnia magna* integrates environmental sensing and response mechanisms to enable behavioural and life history modifications commensurate with environmental challenges and seasonal changes. Changes in behaviour and life history strategy of *Daphnia* species are often studied in context with multiple, combinational cues, such as temperature, photoperiod, resource availability and population density (Alekseev & Lampert, 2006; Altshuler et al., 2011; Gust et al., 2016; Heugens, Hendriks, Dekker, Van Straalen, & Admiraal, 2001; Heugens et al., 2006; Jiang et al., 2014; Korpelainen, 1986). In a study of interactive effects between temperature and photoperiod (Armitage and Landau, 1982), it was concluded that (a) interactive effects occurred impacting lifespan, size, reproductive output and broods; (b) temperature had independent effects; and (c) photoperiod alone was unlikely to have independent effects. The present study was conducted to begin untangling responses to environmental cues by investigating the most basal and consistently rhythmic environmental cue, photoperiod. Across evolutionary time, nearly all animal species have harnessed photoperiod to initiate various physiological and developmental processes that ultimately influence behaviour and life history traits (Bradshaw & Holzapfel, 2007). Our investigations assessed the influence of photoperiod on the immediate behavioural responses to external stimuli and lifelong changes to *D. magna* life history strategy. The molecular mechanisms underlying behavioural and life history responses to photoperiod are not well understood in *D. magna*; therefore, a global transcriptomic expression investigation was conducted to identify functional responses involved in organism‐level outcomes.

*Daphnia* species exhibit negative phototaxis, a behaviour that is generally hypothesized to facilitate predator avoidance (Dodson, Tollrian, & Lampert, 1997; Van Gool & Ringelberg, 1995). Deviations from negative phototaxis have been observed in *Daphnia* species (Michels, Leynen, Cousyn, Meester, & Ollevier, 1999; Ringelberg, 1964) that may be attributed to environmental modifiers, such as light wavelength (Storz & Paul, 1998) and food availability (Jiang et al., 2014; Neary, Cash, & Mccauley, 1994; van Gool & Ringelberg, 1995). Despite the broad evidence that photoperiod can affect animal behaviour, the influence of photoperiod on phototaxis remained to be investigated in *D. magna* prior to the present study. Further, the direct influence of photoperiod on critical life history parameters in *D. magna* also remained unclear. For example, *D. magna* normally reproduce via asexual clonal parthenogenesis, however, combinations of environmental factors such as temperature, short‐day length photoperiod, crowding and food availability can stimulate male production enabling genetic recombination in response to a changing environment (Carvalho & Hughes, 1983; Hobæk & Larsson, 1990; Kleiven, Larsson, & Hobæk, 1992). Short‐day photoperiod has been reported to play a critical role in triggering male production in *Daphnia pulex* (Toyota, Gavin, Miyagawa, Viant, & Iguchi, 2016; Toyota, Miyakawa, Yamaguchi, et al., 2015) and recently also in *D. magna* when in conjunction with increasing temperature. Ultimately, varying investments to sexual reproduction are known to have important ecological and evolutionary consequences (Tessier & Cáceres, 2004). These observations compelled us to investigate the system‐level responses to photoperiod in order to evaluate its effect(s) across behavioural, metabolic, survival, growth, reproduction and male production responses in *D. magna* under controlled conditions.

We conducted experiments to test the null hypothesis that photoperiod alone had no effect on specific behavioural and life history outcomes in *D. magna*. The experiments were conducted in custom‐constructed photoperiod chambers where <24‐hr‐old *D. magna* were reared in five different photoperiods ranging from short‐day, equinox and long‐day states. Phototaxis responses were observed ex situ using digital tracking of velocity and duration spent in light/dark zones (noldus daniovision ^®^ software), and carbohydrate metabolic rate was quantified using IQ Toxicity Test™ (Aqua Survey, Inc.) to estimate overall metabolic rate, activity and health. These short‐term behaviours/strategies were compared against long‐term life history parameters including survival, growth, reproduction and reproductive strategy (female vs. male neonate production). Microarray‐based global gene expression assays were conducted to examine the functional genomic processes underlying both the behavioural and life history responses of *D. magna* to photoperiod. Overall, the approach yielded unique system‐level insights into the influence of photoperiod from the molecular to lifetime responses in *D. magna*.

## 2 MATERIALS AND METHODS

### 2.1 Experimental approach and rationale

The experimental approach focused on investigating the effects of photoperiod on key life history traits, metabolic rate, phototaxis responses and global transcriptomic expression in *Daphnia magna* to characterize foundational responses to light. Separate groups of *D. magna* were simultaneously exposed to five different photoperiods representing varying seasonal day lengths; this included a comparative control of 16 hr of light and 8 hr of dark (16L:8D) that is the standard for acute (OECD No. 20, 1984; USEPA, 2002; USEPA, 1996a) and chronic (ASTM E1193‐97, 2012; OECD No. 211, 2012; USEPA, 1996b) ecotoxicological methods, versus an array of alternative photoperiods including extreme short‐day length (4L:20D), short‐day length (8L:16D), equinox (12L:12L) and extreme long‐day length (20L:4D). Since changes in life history strategy are likely to involve changes in energy utilization (Ananthasubramaniam et al., 2015), an indicator of overall metabolic rate was also investigated. Provided the inherently variable nature of life history and behavioural responses to stimuli, we repeated the photoperiod exposures in two temporally separated experiments on 17 October 2014 and 11 March 2015, hereafter referred to as experimental trial 1 and experimental trial 2. This was done to assess the reproducibility of all measures and endpoints from one experiment to the next, and assess if the two data sets could be combined for examination as one large data set.

### 2.2 Experimental animals

*Daphnia magna* neonates (<24 hr old) obtained from in‐house cultures reared for several years in a 16L:8D light cycle were used in the photoperiod experiments. Organisms were originally purchased from a commercial source in May 2009 (Aquatic Biosystems; EPA Ohio, AROF2, Lot No. 070092DM), and in‐house cultures were started using one individual to ensure testing utilized a single genotype. All culturing and test methods used hard reconstituted water (HRW), formulated according to USEPA (2002). Test organisms in cultures and experiments were held at 25 ± 1°C and provided a daily ration of 2 × 10^5^ algae cells/ml (*Raphidocelis subcapitata*, formerly *Selenastrum capricornutum*) and yeast‐cerophyl‐trout chow (YCT; Aquatic Biosystems) as prescribed by guidance (ASTM, 2012; USEPA, 2002). The algae used as food were cold stored (4°C) in the dark to inhibit growth and were directly spiked from cold storage into the experimental chambers that contained *D. magna*. Proliferation of the algae in the experimental chambers was not quantified, but proliferation was unlikely given rapid feeding by *Daphnia* immediately after spiking, tri‐weekly water renewals flushing out old algae, static water conditions, test media devoid of nutrients and low relative light intensity in experimental chambers.

### 2.3 General exposure methods

Specialized exposure chambers resembling ant farms were constructed from clear acrylic (JR's Custom Acrylics). The chamber dimensions were 35 × 17 × 2 cm (Figure S1) and contained approximately 1,190 ml HRW (34.5 cm water height); each was initially loaded with 20 *D. magna neonates*. To isolate the exposures from ambient laboratory lighting, sets of 3 replicate exposure chambers were placed within five separate wooden boxes (36 × 70 × 70 cm; Figures S1 and S2) where each photoperiod treatment was administered. Each photoperiod box had a black interior and was equipped with a wide‐spectrum fluorescent lamp (Exo Terra PT2151, Rolf C. Hagen Corp.) providing overhead lighting that was uniform across all three exposure chambers. Photoperiods were separately regulated by digital light timers (Woods Digital Indoor Timer #50008, Coleman Cable, Inc.). The light penetration within the test chambers ranged from 730 to 6,750 lux, depending on depth (Figure S3).

Duplicate photoperiod experimental trials 1 and 2 were conducted for 21 days, adapted from the standard ASTM method E1193‐97 (ASTM, 2012) duration, at 25 ± 1°C within Darwin Environmental Chambers (Darwin). Complete (100%) water renewals using HRW were performed three times a week (Monday, Wednesday, Friday); viable neonates were enumerated and removed from the experimental chambers at each water exchange. Thus, only the original individuals loaded into the chambers remained for the duration of the experiment. Water quality monitoring was performed, the values of which remained within test method specifications (EPA‐821‐R‐02‐012), with the following ranges: temperature (25 ± 2°C), pH (7.8–8.3), dissolved oxygen (>4 mg/L), specific conductivity (290 ± 20% µS/cm) and ammonia‐N (<2 mg/L).

### 2.4 Life history endpoints

Survival and the number of neonates produced were assessed three times per week, prior to each water change. Female and male neonates were enumerated by removing all neonates from exposure chambers, growing neonates in 2‐L plastic beakers at the prescribed feeding ration for 5–7 days and identifying the sex under a dissecting microscope according to available literature and keys (Ebert, 2005; Olmstead & Leblanc, 2006). Carapace length was determined at test termination by capturing calibrated *D. magna* images from at least five individuals per replicate using a digital camera (Leica Microsystems Ltd., DFC425) attached to a dissection microscope (S6 E, Leica Microsystems Ltd.). Length was measured from the eyespot to the base of the anal spine using image‐pro plus software version 7 (Media Cybernetics, Inc.).

### 2.5 Sugar metabolism as an estimate of metabolic rate

Fluorescence bioenergetics assays (IQ‐Tox™ Assays, Aqua Survey, Inc.) were used to investigate the response to the light stimulus providing information on metabolic rates (Hayes, Douglas, & Fisher, 1996). This test kit employed a fluorometric biomarker methylumbelliferyl galactoside. The concept behind the IQ‐Tox™ Assay is that healthier *D. magna* will take up and metabolize more biomarker and fluoresce with more intensity under UV light, while less healthy individuals will metabolize less biomarker and therefore fluoresce less. At termination of the experiments, 21‐day‐old *D. magna* were added to IQ exposure chambers, and each cell was filled with 10 ml of test water and three drops (≈60 µl) of the IQ substrate (a fluorogenically tagged sugar suspension). After 15 min, *D. magna* were removed and transferred onto the lid of a 24‐well microplate (Product #3524, Corning Inc.) for fluorescence imaging, and excess water was removed. Fluorescence imaging was conducted using a ProteinSimple Red™ imaging system (ProteinSimple [formerly Cell Biosciences]). The resulting images were analysed with image‐pro plus software to quantify fluorescence intensity and density, which was used in the statistical analysis. The data generated herein used the fluorescence intensity as an indicator of sugar metabolism rate of the fluorogenically tagged sugar, thus providing a reliable estimate of *D. magna* metabolic rate to compare among the various photoperiod treatments. Data presented herein were generated from experiment 1, using 8–11 *D. magna* per treatment.

### 2.6 Phototaxis

Phototaxis was assessed for each of the experimental photoperiods at week 1 and week 3. Short‐term ex situ digital tracking of swimming behaviour was conducted using a real‐time digital tracking system (Noldus DanioVision^®^). Horizontal movements in light and dark conditions were tracked to remove gravity as a confounding variable. The DanioVision apparatus projected full spectrum light (measured to be 3,713 lux) from below the experimental chamber and allowed digital test organism tracking to be performed in the dark conditions by contrast to background using infrared light. Experiments were conducted in custom acrylic raceways (2.0 × 8.6 × 12.8 cm) consisting of eight separate 1.0 × 12.8 cm arenas (Figures S1 and S4). Window tinting (Gila Window Film ‐ 20% visible light transmission, Eastman Performance Films, LLC) was placed on the bottom of the raceway so that half of each of the eight arenas was covered, thus providing *D. magna* a choice between light or dark conditions. Eight individuals were randomly selected from each replicate exposure chamber (total of 8 × 3 replicates = 24 individuals per photoperiod), and initially four were placed in the dark (tinted) zone, and four were placed in the light zone. A 5‐min acclimation period was allowed, followed by 10‐min trials during which *D. magna* movement was digitally tracked, and data were recorded at seven samples per second. At the conclusion of the 1‐week phototaxis trial, the *D. magna* that were examined were carefully returned to the primary experimental chambers. The measurement endpoints assessed included time (s) spent in each light/dark zones and velocity (mm^2^/s).

### 2.7 Microarray experiments

The effects of photoperiod on global transcript expression in *D. magna* were investigated using microarray assays. An Agilent Technologies (Agilent Technologies) single colour custom 8 × 15K microarray format previously developed by Stanley et al. (2013) which was subsequently reannotated in 2015 was used for all investigations. The reannotated microarray design used in the present study is available at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/) under Accession no GPL16579. The experimental design for the microarray experiments utilized animals collected directly from the photoperiod exposures at the termination of the 21‐day assays and within 1 hr after initiation of the light phase of each photoperiod, for both experimental trials 1 and 2. This sampling approach ultimately included developing eggs/neonates within brood pouches; however, inclusion of such developmental processes is supportive of evaluating photoperiod influences on the molecular contributions to reproductive life history outcomes. Within each exposure replicate, two population subsamples consisting of single, unique *D. magna* were used for hybridization to microarrays. These population subsamples were selected at random (using a random number generator) from 2 to 6 *D. magna* sampled for the genomic investigation that met the RNA quality criteria described in the following paragraph. In summary, 2 duplicate photoperiod experimental trials were conducted where each included 5 photoperiods × 3 exposure replicates × 2 population subsamples for a total of 30 total microarray hybridizations per experiment and thus 60 microarray hybridizations overall. A completely randomized design was utilized for microarray hybridizations where the total set of 60 experimental samples were assigned to microarrays at random (using a random number generator).

#### 2.7.1 RNA extraction and microarray hybridizations

Frozen samples were homogenized using a mortar and pellet pestle (Kimble Kontes). Total RNA isolation was conducted using the Qiagen RNeasy Mini Kit (Qiagen) following manufacturer's recommendations. RNA quantity was estimated using a NanoDrop ND‐1000 Spectrophotometer (NanoDrop technologies), and final quantity and quality were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Only samples with a 28s/18s ratio ≥2.0 and RNA integrity number (RIN) ≥7.0 were used for downstream applications. The Agilent Low Input Quick Amp Labeling Kit (one colour) and hybridization protocol (Agilent Technologies) were utilized for microarray hybridizations following manufacturer's recommendations using 80 ng of total RNA as starting material from each biological sample.

#### 2.7.2 Microarray analysis

An Agilent Technologies, High‐Resolution Microarray Scanner (Model G2505C, Agilent Technologies) was used to scan microarray images at 2‐μm resolution. Data were extracted from microarray images using agilent feature extraction software, version 9.5.1 (Agilent Technologies). Microarray data were normalized to the 75th percentile within each array followed by median scaling among all exposures using genespring Software version GX12.5 (Agilent Technologies). Methods for the statistical analysis of microarray data are provided in Section 2.8.

#### 2.7.3 Microarray reannotation

The assembled sequence information used to develop all probes on the *D. magna* microarray was reannotated in December 2016 and used for functional interpretations of the microarray results. Reannotation was conducted using Blast searches against the NCBI nt database filtered for only those GenBank entries in the *Daphnia* genus, where the best match was kept. The reannotation provided greatly expanded, expressed sequence tag matches which were predominated by matches to *D. magna* and *Daphnia pulex* putative protein coding sequences. Unfortunately, as of March 2019, these putative protein sequences are not supported by protein orthologs to enable functional enrichment analysis (i.e., pathway or gene ontology). Therefore, the original annotations were used for the functional analysis.

#### 2.7.4 Functional annotation

The database for annotation, visualization and integrated discovery (DAVID, version 6.8, Huang, Sherman, & Lempicki, 2009) was used to derive associated Kyoto Encyclopedia for Genes and Genomes (KEGG) annotations for gene transcripts that had significant differential expression (see Section 2.8) in response to the photoperiod treatments. To enable the broadest functional investigation of the transcriptomic results, the union of the significant differentially expressed transcripts among experiments 1 and 2 were used as a combined result set to establish functional annotations. For clarity, the union = all differentially expressed transcripts including those identified in experiments 1, 2 or both experiments. The KEGG pathway annotations were compiled, and hierarchical KEGG ontology (KO) associations were developed. The KO associations were used to organize the transcript expression results into key categories for use in assessing the effects of photoperiod treatments on molecular pathway‐level responses. Transcriptional expression was visualized within KO categories, and hierarchical clustering of samples was established using multi‐experiment viewer Software (MeV version 4.9, Open Source Artistic License 2.0).

#### 2.7.5 Text mining of new protein annotations

To add value to the new protein annotations for *D. magna*, text mining was conducted for all transcripts having significant differential expression in response to the photoperiod treatment using a keyword bank (Table S2) developed by the authors of the present study to match key gene functions connected to the observed phenotypes. Specifically, the keyword bank was developed to mine terms related to circadian rhythm, sex determination, moulting/cuticle processes, egg production and visual cues related to photoperiod or light stimulus to identify potential functional responses to the photoperiod treatments. Text matching was applied to the annotation list for the complete set of differentially expressed transcripts to produce the text mining results.

### 2.8 Statistical analysis

Both life history data (survival, reproduction, size) and phototaxic swimming data were statistically analysed using sigmastat Software (V3.5, SPSS). The assumptions of normality (Kolmogorov–Smirnov test) and equality of variance (Levene's test) were tested. All life history data met the assumptions of normality and equality of variance. Swimming data that did not meet normality or variance assumptions were rank transformed. The Holm–Sidak method was used for pairwise multiple comparisons to determine differences between treatments, which were determined at the α = 0.05. One‐way ANOVAs compared photoperiod to life history data, and two‐way ANOVA compared multiple factors (experimental trial × photoperiod). When the experimental trial (i.e., experimental trials 1 and 2 which were conducted separately in time, *n* = 3) was determined to be a nonsignificant factor, life history data were combined (*n* = 6). For photoperiod versus behavioural swim data analysis, one‐way ANOVAs were performed within each experiment, while two‐way ANOVAs compared two factors (photoperiod acclimation × duration in light/dark zones) and three‐way ANOVA compared three factors (experimental trial × photoperiod acclimation × duration in light/dark zones or organism age × photoperiod acclimation × duration in light/dark zones). When the experimental trial was determined to be a nonsignificant factor, swim behaviour data from replicates 1–3 and 4–6 were also combined (*n* = 6).

For the investigation of microarray data, two statistical approaches were conducted, one including data from both experiments 1 and 2, while the other investigated the data from experiments 1 and 2, separately. For the combined‐experiment analysis, a three‐way ANOVA (*p* = .01) was conducted to investigate three variables: (a) the primary variable of interest, photoperiod; (b) variance from population subsampling; and (c) variance among experiments 1 and 2. For the individual‐experiment analyses (investigating experiments 1 and 2 separately), two‐way ANOVAs (*p* = .01) were conducted to investigate the first two variables described above: (a) photoperiod and (b) variance from subpopulation sampling. In all of the analyses described above, effects of the primary variables and all interactions among variables were evaluated. As a note, in addition to the tests described above, ANOVA tests (*p* = .05) including Benjamini–Hochberg multiple‐test corrections were conducted for each investigation which yielded very few differentially expressed transcripts. Therefore, the results described here‐forward represent noncorrected tests with the low *p*‐values (*p* = .01) to balance resolution (number of differentially expressed transcripts) against false‐positive discovery. In supplement to the ANOVAs described above, post hoc pairwise tests consisting of moderated *t* tests (*p* = .05) including ≥1.5 fold change cut‐off were conducted to identify transcripts differentially expressed within each experimental photoperiod (4L:20D, 8L:16D, 12L:12D and 20L:4D) relative to the control (16L:8D). All microarray analyses described above were conducted using GeneSpring GX12.5 (Agilent Technologies). As a final note, the heatmaps presented in the Results include variance associated with two population subsamples; therefore, the averaged fold change for the control photoperiod (16L:8D) may deviate slightly from one (zero once log_2_ transformed).

## 3 RESULTS

### 3.1 Life history endpoints (survival, growth, reproduction, male production)

The life history endpoint results were summarized for each of the two individual experimental trials (*n* = 3) and as combined data (*n* = 6) that included both experimental trials. Combined survival (*n* = 6) was relatively high (80%–92%). Carapace length (Figure S5) from both experiments ranged from 4.7 to 6.0 mm where in experimental trial 1, *Daphnia magna* were slightly but significantly larger than in experimental trial 2. Generally, there were no significant differences determined by the Holm–Sidak method (*p* > .05) in carapace length relative to the 16L:8D control, with the exception of significantly smaller *D. magna* in the 4L:20D photoperiod in experimental trial 1 (Figure S5). Neonate production among experimental trials 1 and 2 was not significantly different (*p* = .37); thus, the combined data sets were analysed (*n* = 6) where photoperiod caused a slight, but significant decrease (*p* < .01) in total neonate production in the 4L:20D photoperiod relative to the 16L:8D control photoperiod (Figure 1a). Perhaps the most interesting effect of short‐day and equinox photoperiods on life history traits was a significant increase in male neonate production relative to the long‐day (16L:8D) control photoperiod (Figure 1b) which was observed in each experimental trial (*n* = 3) and within the combined data set (*p* < .01, *n* = 6).

**Figure 1:**
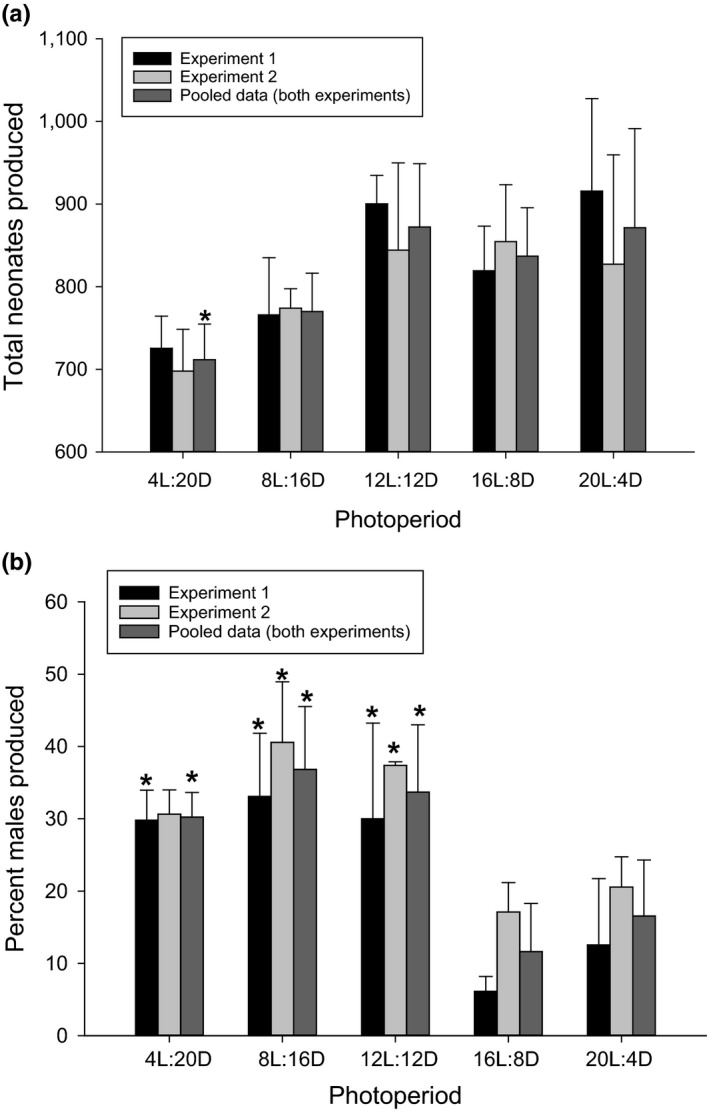
Cumulative reproductive output expressed as (a) average total neonates by experiment and pooled average total neonates from both experiments and (b) per cent male neonates across the five experimental photoperiods. Error bars represent standard deviations, and asterisks denote a statistically significant difference (*p* = .05) relative to the control (16L:8D photoperiod)

### 3.2 Sugar metabolism as an estimate of metabolic rate

Analysis of the data from experimental trial 1 (*n* = 8–11) identified a statistically significant increase in pixel intensity (fluorescence output) using the Holm–Sidak method in the exposed *D. magna* in the short‐day length photoperiods, 4L:20D and 8L:16D, relative to the control 16L:8D photoperiod (Figure 2) which is indicative of increased sugar metabolism, suggesting an increased overall metabolic rate.

**Figure 2:**
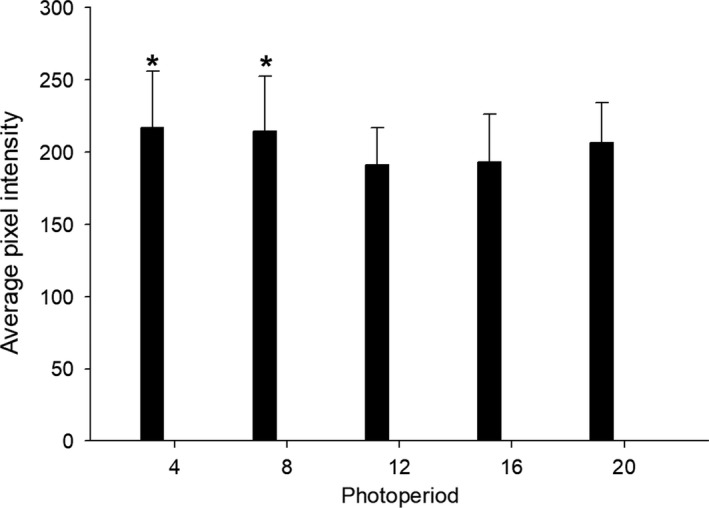
Effect of photoperiod on metabolic rate in *Daphnia magna* (from experimental trial 1, *n* = 8–11), as estimated by metabolism of fluorescently labelled sugar molecules and quantified as pixel intensity from whole‐animal images. Error bars represent standard deviations, and asterisks denote a statistically significant differences (*p* = .05) relative to the control photoperiod (16L:8D)

### 3.3 Phototaxis – digital tracking of swimming behaviour (ex situ)

Photoperiod entrainment showed significant effects on light avoidance in *D. magna* in both experimental trials 1 and 2 (Figure S6), and in the combined data set (Figure 3) as indicated by increased photonegative responses relative to the 16L:8D control. Organism age modulated this photonegative response across the photoperiod exposures where the younger (7 days old) *D. magna* displayed greater light sensitivity relative to 21‐day‐olds, by preferentially residing in the dark for all experimental photoperiods (Figure 3a,c). Correspondingly, results of 2‐way ANOVA confirmed age as a significant factor, along with photoperiod, where these factors also displayed a significant interaction showing complex phototaxis responses to photoperiod that were nonlinearly related to age. Evaluation of *D. magna* swim velocity also indicated a negative phototaxis response where swim speeds were significantly higher in the light versus dark zones in both individual trials (Figure S7) and for the combined data sets (Figure 3b,d). Again, this response was modulated by animal age where a greater number of significant differences in velocity among light and dark zones were observed in the younger 7‐day‐old *D. magna* relative to 21‐day‐olds. Photoperiod significantly affected swim speed, which again was significantly modulated by animal age where the independent variables (photoperiod and age) displayed a significant interaction. Overall, the extreme short‐day photoperiod (4L:20D) showed the most consistently significant photonegative effect on the swim velocity response across animal ages (Figure 3).

**Figure 3:**
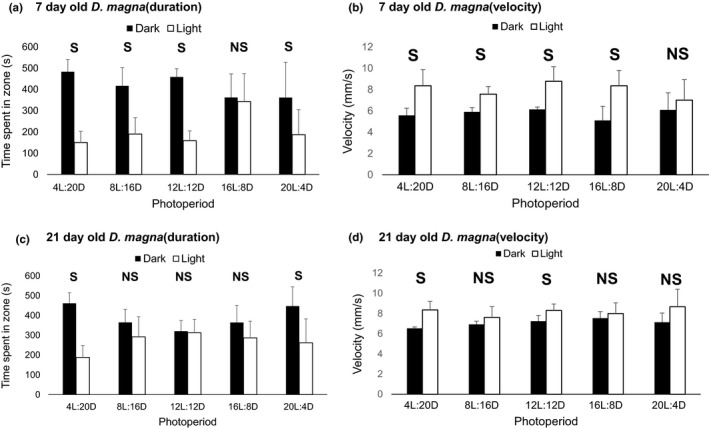
Phototaxis investigation summarizing *Daphnia magna* behavioural data in the phototaxis chamber for 7‐day‐olds (panels a and b) and 21‐day‐olds (panels c and d). The duration of time spent in light versus dark zones is summarized in panels (a) and (c), while swimming velocity is summarized in panels (b) and (d). These results represent the combined data for the two experimental trials (*n* = 6). Black bars indicate the dark zone, while white bars indicate the light zone. Error bars represent standard deviations. The “S” and “NS” designations denote significant and nonsignificant differences (*p* = .05), respectively, in time spent in light versus dark zones within each photoperiod

### 3.4 Transcriptomic expression

#### 3.4.1 Microarray analysis overview

Combining transcriptomic data for experimental trials 1 and 2 in a 3‐way ANOVA indicated expression differences were dominated by the variance among experimental trials which was also confirmed by PCA (Figure S8). Given these results, the effects of photoperiod for each experimental trial were evaluated separately. 

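The files analysed here hold the arrays of experimental trial 2. RNA of single *D. magna* was hybridized to Agilent one-colour arrays, 1 animal per array, after 21 days in 1 of 5 photoperiods (4L:20D, 8L:16D, 12L:12D, 16L:8D and 20L:4D, in hours of light and dark). Each photoperiod had 3 exposure chambers, and 2 animals per chamber, here called A and B, gave 30 arrays. The chambers of a photoperiod stood together in the same lit box, so an effect of the box cannot be told apart from that of photoperiod. The animals were taken soon after lights on, with the contents of their brood pouches. The authors deposited the scanner output of each array, whose processed signal is a background-subtracted fluorescence intensity on a linear scale, and a table of log2 values that they scaled to the 75th percentile of each array and to a baseline of each probe. Of the 15744 spots per array, 15208 belong to the 14338 *D. magna* probes, and 870 probes have 2 spots, which were averaged. The scanner software called between 10568 and 12900 of these probes well above background per array, with a median of 11890.5. The number of arrays limits the precision of every value. For the values given here, the log2 of the processed signal was taken relative to the 75th percentile of its array, and each transcript was fitted with limma over all arrays by photoperiod, animal letter (A or B) and their interaction. Following the paper's thresholds, a transcript was counted as responding to a term at an unadjusted p under 0.01. It was called differentially expressed in a photoperiod when it responded to photoperiod and also differed from the 16L:8D control at an unadjusted p under 0.05 and by at least 1.5-fold. Animals counted as higher or lower lay above or below the mean of the control animals, so single control animals can still overlap with them. The scanner output names no genes, so names are those of Table S1.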

The photoperiod treatment caused significant, differential expression of transcripts in the separate experimental trials 1 and 2. Results of the two‐way ANOVAs (*p* = .01) for experimental trial 1 identified 456, 61 and 219 differentially expressed transcripts in response to photoperiod, within‐population subsampling and photoperiod × within‐population subsampling treatments, respectively. Experimental trial 2 yielded 1,468, 275 and 385 differentially expressed transcripts for the same respective treatments. 

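In the arrays of experimental trial 2, 1636 of the 14338 transcripts responded to photoperiod, 62 to the animal letter within chambers and 209 to the interaction of photoperiod and letter. The letters label randomly chosen animals, so the count for the letter does not measure how far the animals of a chamber differ. With exposure replicate number in place of the letter, a setting chosen after seeing the values, the counts were 1468, 275 and 385, exactly those of the paper. If that was the paper's factor, its 275 and 385 count another factor than the 62 and 209 here. With Benjamini-Hochberg adjustment at 0.05, 798 transcripts responded to photoperiod, 345 with chamber as a random block, 160 with the normexp background correction and 134 with slide as a block. This adjusted count was 64 and 81 without replicates 2 and 3 of 12L:12D, 236 and 130 without replicates 1 and 3 of 16L:8D, 398 without replicate 3 of 4L:20D, 400 without replicate 3 of 20L:4D, and 1305 and 1237 without replicates 1 and 2 of 8L:16D. The unadjusted count for photoperiod moved most, to 372 transcripts, when the positions of the animals on the 2 main axes of the spread within photoperiods were added as covariates, an alternative chosen after seeing the data that also left the lowest adjusted count, 17. With each chamber left out in turn, the unadjusted count lay between 1066, without replicate 3 of 12L:12D, and 1979, without replicate 1 of 8L:16D. It was 1076 without replicate 2 of 12L:12D and 1067 without replicate 3 of 16L:8D. The count for the letter lay between 28 and 281 and that for the interaction between 142 and 331 with each chamber left out. The lowest and highest counts for the letter came without replicate 3 of 12L:12D and without replicate 2 of 8L:16D. The highest count for the interaction came without replicate 2 of 20L:4D.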

Given multiple tests (14,398 microarray targets), 143 false‐positive tests were expected by chance; thus, the variance associated with “within‐population subsampling” and “photoperiod × within‐population subsampling” was near background. 

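At an unadjusted p under 0.01, 143.38 of the 14338 *D. magna* probes would pass by chance in the arrays of experimental trial 2. The difference between the chambers of a photoperiod was also fitted, and 358 transcripts, or 2.50%, differed between chambers at that threshold. The correlation between the 2 animals of a chamber, estimated over all transcripts with limma's duplicateCorrelation, was 0.104. From the number of false positives expected by chance, the paper reasons that the variance associated with within-population subsampling and with its interaction with photoperiod was near background.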

Correspondingly, “within‐population” subsamples tended to cluster together within PCA plots, while photoperiod‐specific clustering tended to show separation from the 16L:8D control (Figure S8). 

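Principal components were computed from the 14239 probes with a value on all 30 arrays. Component 1 held 39.1% of the variance, component 2 held 27.8% and component 3 held 4.64%. The Euclidean distance between the 2 animals of a chamber was 127 ± 49.3 log2 units (SD, 15 pairs). Between animals of different chambers of the same photoperiod it was 130 ± 38.6 log2 units (SD, 60 pairs). The animals of a chamber were not nearer to each other than chance allowed (one-sided permutation test of the animals within their photoperiods, 100000 draws, p = 0.372), and the p lay between 0.347 and 0.370 under other background corrections, scalings and filters, and between 0.255, without replicate 3 of 20L:4D, and 0.682, without replicate 1 of 12L:12D, with each chamber left out in turn, which was chosen after seeing the data. Animals of different photoperiods lay 148 log2 units apart on average (360 pairs). Of the variance between chambers, 51.0% lay between photoperiods, against 28.6% with the chambers assigned to photoperiods at random (one-sided permutation test, p = 0.0037). The mean of 12L:12D lay 115 log2 units from that of the 16L:8D control, the mean of 4L:20D lay 113 and that of 8L:16D 82.2. Each of these distances was the largest among the 10 divisions of the 6 chambers into 3 and 3 (exact permutation test, p = 0.1, the smallest possible). The distance of 20L:4D was 53.0 log2 units, with 4 of 10 divisions at least as large (exact permutation test, p = 0.4). On the plane of the first 2 components the arrays formed a ring, with every array between 67.6 and 108 log2 units from the centre.

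**Figure D1:**
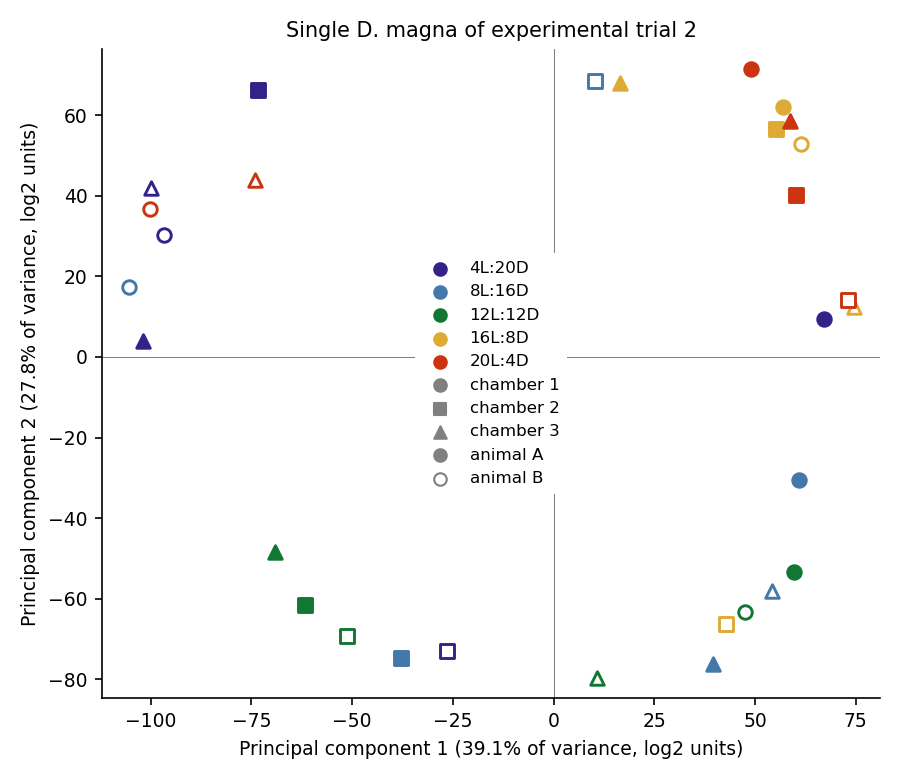
Positions of the 30 single animals on principal components 1 and 2 (log2 units), with colour for photoperiod, shape for exposure chamber, and filled or open symbols for animal A or B. No array lies nearer to the centre than 67.6 log2 units, and the mean cosine of the angle between the 2 animals of a chamber is 0.182, where 1 would be the same direction from the centre.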

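In the arrays of experimental trial 2, 657 transcripts were differentially expressed in 4L:20D relative to the 16L:8D control, 595 in 8L:16D, 902 in 12L:12D and 117 in 20L:4D. Expression was lower than in the control for 437, 339, 510 and 66 of them in the same order. Together 1156 transcripts were called, 734 of them in at least 2 photoperiods and 315 in each of 4L:20D, 8L:16D and 12L:12D. All of these comparisons share the control animals. The counts for 4L:20D, 8L:16D and 12L:12D moved most, to 132, 79 and 89 transcripts, with the positions on the 2 main axes of the spread within photoperiods as covariates. These covariates also removed 56 of the 62 calls of the 31 transcripts followed by name in 1 or more photoperiods. The count for 20L:4D was 304 with slide as a block and 49 with the normexp background correction. With each chamber left out in turn it lay between 77, without replicate 2 of 16L:8D, and 487, without replicate 2 of 20L:4D. Among the largest changes shared in direction by all 3 chambers, an uncharacterized protein (DM07108P3) had a log2 fold change of -7.00 in 4L:20D (standard error 1.48, adjusted p = 0.0149 from limma's moderated test with Benjamini-Hochberg adjustment), lower in 6 of 6 animals. Its signal was well above background on 2 of 6 arrays of 4L:20D and 6 of 6 of the control, and its calls in 4L:20D, 8L:16D and 20L:4D were lost without replicate 3 of 4L:20D (-6.38 in 4L:20D). Another (DM06742P2) changed by a log2 of -7.15 in 8L:16D (standard error 1.42, limma's adjusted p = 0.0447), lower in 6 of 6 animals, and was not called with slide as a block (-5.74). The largest increase was that of a hypothetical protein (DM07114P2) in 12L:12D, a log2 fold change of 9.05 (standard error 2.09, limma's adjusted p = 0.0182), higher in 6 of 6 animals. It was well above background on 2 of 6 control arrays, where animal B of replicate 2 lay at 2.67 against a median of -7.54, and was not called with slide as a block (10.25).

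**Figure D2:**
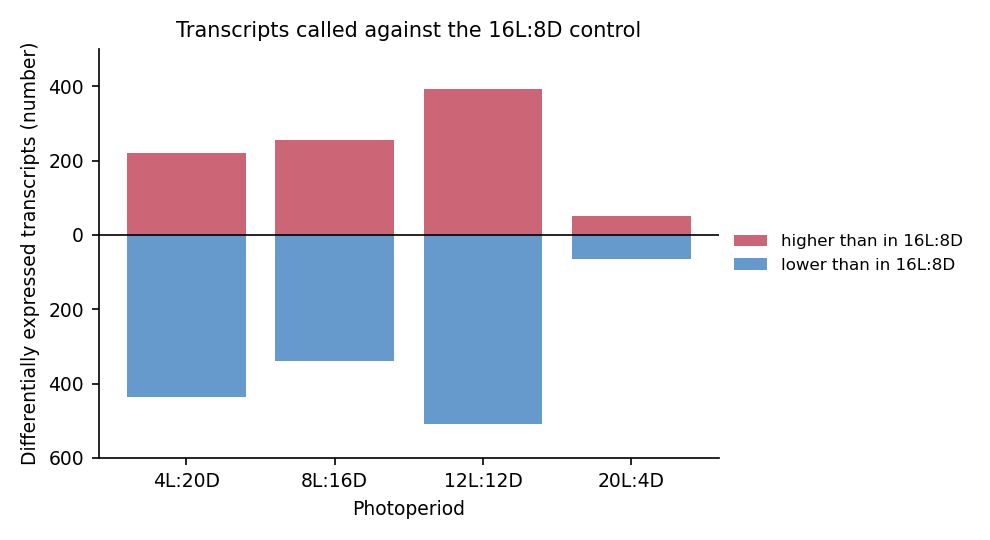
Number of differentially expressed transcripts in each photoperiod relative to the 16L:8D control, with bars upward for higher and downward for lower expression. In 4L:20D 220 transcripts were higher and 437 lower, and in 20L:4D 51 were higher and 66 lower.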

In experimental trial 1, pairwise comparisons against the control photoperiod (16L:8D) yielded 63, 116, 97 and 30 differentially expressed targets in the 4L:20D, 8L:16D, 12L:12D and 20L:4D photoperiods, respectively, and 466, 332, 530 and 70 differentially expressed targets, respectively, in experimental trial 2. The union of the pairwise comparisons results from these 2 experimental trials (Table S1) were used to establish functional annotations for photoperiod responses. Given the nature of the statistical tests conducted, some targets included in the analysis represent random false positives. However, in the following processing of the experimental data, gene function was matched to phenotypic observations of *D. magna* in our experiments which serves to minimize incorporation of random genes (random functions) into the results interpretation. All microarray data/ results are publicly available at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/info/linking.html) under series accession GSE117244.

#### 3.4.2 Functional annotation of differentially expressed transcripts

The functional annotation results indicated that the majority of differentially expressed transcripts had associations with the primary KO categories: (a) metabolism, (b) genetic information processing and (c) environmental information processing (Figure S9). Over half of the differentially expressed transcripts had KO associations related to metabolism where genetic information processing represented 12%–28% of transcript associates across photoperiods. 

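The scanner output holds no KEGG orthology (KO) categories, so transcripts were grouped by keywords in either of the names, earlier and newer, that Table S1 gives them. In experimental trial 2, 74 transcripts with keywords for the spliceosome, the proteasome, ribosome biogenesis, RNA transport, RNA degradation or DNA replication were followed, 7 of them with a newer name that lacks the keyword. Table S1 was chosen in part on these same animals, so a tally over it is not independent evidence. Relative to 16L:8D, 73 of the 74 transcripts were lower in 4L:20D, 73 in 8L:16D, 72 in 12L:12D and 68 in 20L:4D. The median log2 fold change was -0.67 in 4L:20D, -0.46 in 8L:16D, -0.58 in 12L:12D and -0.26 in 20L:4D, the last -0.12 without replicate 1 of 20L:4D and -0.44 without replicate 2. Over all probes the median was between -0.06 and -0.02 in these photoperiods. The tally moved most with the normexp background correction, where 55 of the 74 were lower in 12L:12D and 48 in 20L:4D. That correction moved the median over all probes to 0.13 in 12L:12D and 0.11 in 20L:4D, and the median of the 74 was then -0.37 and -0.13, and -0.50 in 4L:20D and -0.34 in 8L:16D.

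**Figure D3:**
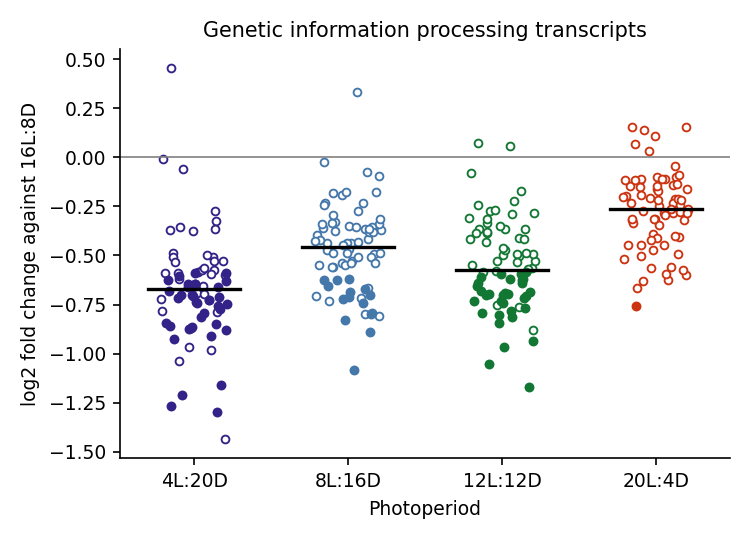
Log2 fold change relative to 16L:8D of each of the 74 transcripts in the 4 other photoperiods, filled where the transcript was called differentially expressed and open elsewhere, with a line at the median. All but 1 of the transcripts lie below 0 in 4L:20D and in 8L:16D, and 68 lie below 0 in 20L:4D.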

Although the directional fold change of transcriptional expression was mixed for metabolism and environmental information KO categories, expression for transcripts within the genetic information processing KO category was predominantly decreased relative the 16L:8D control photoperiod (Figure S10). Investigation of transcriptional expression within specific KEGG pathways again showed mixed expression for the metabolism and environmental signalling KOs, where expression tended to be decreased for a variety pathways related to genetic information processing including spliceosome, ribosomal biogenesis, RNA transport, proteasome, RNA degradation and DNA replication pathways (Figure S10). 

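Within these groups of experimental trial 2, all 23 proteasome transcripts were lower than in 16L:8D in 4L:20D and 22 of 23 in each other photoperiod, and 15 were called in 4L:20D, 2 in 8L:16D and 9 in 12L:12D. The 18 ribosome biogenesis transcripts were all lower in 4L:20D, 8L:16D and 12L:12D, where 9, 7 and 12 were called. The 14 RNA transport transcripts were lower in every photoperiod, with 5 called in 4L:20D and 4 in 12L:12D. Of the 3 transcripts for RNA degradation, 2 were lower in 4L:20D and 12L:12D and 3 in 8L:16D. In 20L:4D 1 was lower and 2 were higher, with a median log2 fold change of 0.11. Both DNA replication transcripts were lower throughout. For chaperonins, 10 of 10 transcripts were lower in 4L:20D, 8L:16D and 12L:12D, and 7, 0 and 6 were called. With the normexp background correction 19 proteasome, 15 ribosome biogenesis, 9 RNA transport, 1 DNA replication and 6 chaperonin transcripts were lower in 12L:12D. The transcript with the smallest p for photoperiod in each group but the chaperonins follows, except that for the proteasome the smallest was that of a hypothetical protein (DM01802P4) and the next is given. Proteasome 26S non-ATPase subunit 7 (DM00523P4) changed by a log2 of -0.92 in 4L:20D (standard error 0.176, adjusted p = 0.00952 from limma), lower in 6 of 6 animals. It was called in all 4 photoperiods, and with the normexp background correction in none, the 4L:20D change then being -0.29. The 8L:16D call was also lost without replicate 3 of 16L:8D (-0.53) and, among the alternatives chosen after seeing the data, with the spike-in mean (-0.53) or the positions on the 2 main axes (-0.56) as covariates. The nucleolar KKE/D repeat protein (DM01044P1) fell by 0.83 on the log2 scale in 8L:16D and by 0.84 in 12L:12D (standard error 0.162), and its call in 4L:20D was lost with slide as a block (-0.55). Eukaryotic translation initiation factor 3 subunit L (DM01365P3) changed by -0.76 in 4L:20D (standard error 0.144, limma's adjusted p = 0.00952). Its change of -0.59 in 12L:12D lies close to the fold-change threshold and was lost with quantile normalization (-0.57) and without replicate 2 of 12L:12D (-0.57), replicate 3 of 12L:12D (-0.54), replicate 2 of 16L:8D (-0.57) or replicate 3 of 16L:8D (-0.57). For the exosome component RRP43 (DM12125P1) the change was -0.88 in 4L:20D and -0.93 in 12L:12D (standard error 0.198), and the call in 12L:12D was lost with normexp (-0.58). The DNA polymerase delta subunit (DM03620P2) changed by -1.16 in 4L:20D and -1.17 in 12L:12D (standard error 0.251), lower in 6 of 6 animals in both. It was also called in 8L:16D without replicate 1 of 8L:16D (-0.61) or replicate 1 of 16L:8D (-0.73), and in 20L:4D without replicate 1 of 16L:8D (-0.77), replicate 2 of 20L:4D (-0.78) or replicate 3 of 20L:4D (-0.62).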

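For experimental trial 2, the means of the 5 photoperiods were compared over the 1627 transcripts that responded to photoperiod and had a value on all arrays, with 1 minus the Pearson correlation across transcripts as the distance and average linkage. Transcripts are not independent replicates. The 8L:16D and 12L:12D photoperiods joined at a distance of 0.116, and 16L:8D and 20L:4D at 0.160. The 4L:20D photoperiod joined 8L:16D and 12L:12D at 0.911, and the last join was at 1.39. Grouping 4L:20D with 8L:16D and 12L:12D, apart from 16L:8D and 20L:4D, gave a mean distance between groups that exceeded the mean within groups by 0.863. This was the largest difference of the 10 possible divisions of 5 photoperiods into 3 and 2 (exact enumeration, a share of 0.1, the smallest possible). Over all 14239 probes the difference was 0.682 and again the largest of 10. It was the second largest without replicate 2 of 4L:20D (0.566) and without replicate 2 of 20L:4D (0.686).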

Hierarchical clustering within these primary KOs indicated that transcript expression tended to be more similar within the short‐day length and equinox photoperiods (4L:20D, 8L:16D and 12L:12D) compared to long‐day length photoperiods (16L:8D and 20L:4D, Figure S10).

#### 3.4.3 Text mining of new annotations

Text mining for gene transcripts significantly affected in the photoperiod treatments provided putative matches to the whole‐organism observations (Table 1). Transcript expression for genes matched to circadian rhythm, sex determination and visual cues tended to have decreased expression in short‐day length and equinox photoperiods compared to the 16L:8D control and the 20L:4D photoperiods. 

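Table S1 pairs 3 transcripts with circadian rhythm names, an F-box/LRR-repeat protein and a pair of transcripts for period circadian protein (PER). In experimental trial 2, 2 of the 3 were lower than in 16L:8D in 4L:20D, 3 of 3 in 8L:16D and 2 of 3 in 12L:12D (3 of 3 with quantile normalization), and only the F-box/LRR-repeat protein (DM09476P2) was called there. F-box/LRR-repeat protein 12 (DM12109P1), which Table 1 lists, is not among the 3 and was called in none of the 4 photoperiods. Both PER transcripts were higher and called in 20L:4D. The 2 transcripts named for visual cues were lower in 4L:20D, 8L:16D and 12L:12D and higher in 20L:4D (1 of 2 with quantile normalization), and neither was called in any of the 4 photoperiods. Transformer-2, which stands for sex determination in Table 1, was lower in all 4 photoperiods and called in none.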

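Of 8 transcripts with egg-related names in Table S1, 7 were lower than in 16L:8D in each of 4L:20D, 8L:16D and 12L:12D of experimental trial 2, and 4 were lower in 20L:4D. Lower expression was called for 5 transcripts in 4L:20D, 6 in 8L:16D and 5 in 12L:12D. The median log2 fold change was -1.60 in 4L:20D, -1.46 in 8L:16D, -1.58 in 12L:12D and -0.11 in 20L:4D. In the same order it was -0.69, -0.71, -0.72 and 0.01 with normexp, -1.38, -1.28, -0.88 and 0.08 over probes well above background on at least 15 arrays, and -0.86, -0.48, -0.54 and 0.05 with the positions on the 2 main axes of the spread within photoperiods as covariates, chosen after seeing the data. In 20L:4D it had no stable sign: it was 0.37, -0.34 and 0.03 without replicates 1, 2 and 3 of 16L:8D, and 0.26, -0.50 and 0.05 without replicates 1, 2 and 3 of 20L:4D.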

A similar response to short‐day length was observed for transcripts matched putatively to “egg” processes; however, the transcript “vitellogenin fused with superoxide dismutase” had increased expression in the short‐day length photoperiods (Table 1). Cuticle and chitin processes are recognized to be important in *Daphnia* species moulting and growth (Giraudo, Douville, Cottin, & Houde, 2017). 

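Among 17 transcripts with cuticle, chitin or collagen names in Table S1, 1 was called higher and 2 lower than in 16L:8D in 4L:20D of experimental trial 2. In 8L:16D 8 were called higher and 1 lower, in 12L:12D 10 higher and 2 lower, and in 20L:4D none was called. The log2 fold change of chitin deacetylase 3 precursor (DM03975P4) was 3.55 in 12L:12D (standard error 0.792, limma's adjusted p = 0.0166), higher in 6 of 6 animals, and 2.50 in 8L:16D (limma's adjusted p = 0.145), higher in 5 of 6. In 4L:20D it was 0.89 and not called, but 1.57 and called without replicate 2 of 16L:8D, where animal B lay at -1.06 against a control median of -5.37. Its signal was well above background on 3 of 6 control arrays. With slide as a block, neither call passed (3.56 in 12L:12D and 2.59 in 8L:16D). Endocuticle structural glycoprotein SgAbd-2 (DM06037P2) changed by a log2 of -2.61 in 12L:12D (standard error 0.647, limma's adjusted p = 0.0231), lower in 6 of 6 animals, by -1.30 in 8L:16D and by -1.07 in 4L:20D. It was not called, since its unadjusted p for photoperiod was above the threshold (adjusted p = 0.0894 from limma). It was called in 12L:12D and 8L:16D without the animal letter in the model and with normexp (-1.66 and -1.13), in 4L:20D with normexp (-0.90), and in 12L:12D without replicate 2 of 12L:12D (-3.13), replicate 3 of 12L:12D (-3.03) or replicate 2 of 20L:4D (-2.61).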

Gene transcripts involved in cuticle and chitin processes had increased or decreased expression relative to the control 16L:8D photoperiod including increased relative expression of transcripts coding chitin deacetylase 3 and decreased expression of endocuticle structural glycoprotein SgAdb‐2 in the short‐day length photoperiod treatments (Table 1). Functional associations of these transcriptional observations to phenotypes are provided in the discussion.

**Table 1:** Transcript expression for genes putatively identified to be involved in specific photoperiod responses

Exp. trial	Categories Protein accession	*p*‐value Photoperiod	*E*‐value Annotation match	Transcript name	
					
Circadian rhythm					
Exp1	DM12109	.00499	5.1E‐20	F‐box/LRR‐repeat protein 12	
Exp2	KZS07878	.00268	5.1E‐20	F‐box/LRR‐repeat protein 12	
Exp2	JAN38449	.00003	5.3E‐06	Period circadian protein	
Exp2	JAN78534	.00000	6.0E‐132	Period circadian protein	
Exp2	KZS06605	.00042	2.6E‐46	Period circadian protein	
Sex determination					
Exp1	DM04300	.00853	7.1E‐107	Testis development protein nyd‐sp29	
Exp2	JAN91947	.00662	8.6E‐20	Transformer‐2 sex‐determining protein, partial	
Cuticle & chitin					
Exp1	DM05241	.00148	1.1E‐46	Collagen alpha‐1(XVIII) chain	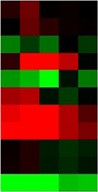
Exp1	DM13721	.00021	5.2E‐32	Brain chitinase and chia	
Exp2	JAN52418	.00248	9.0E‐15	Chitinase domain‐containing protein	
Exp2	JAN66077	.00829	3.8E‐13	Cuticular protein analogous to peritrophins 1‐G	
Exp2	JAN51902	.00255	9.1E‐18	Endocuticle structural glycoprotein SgAbd‐2	
Exp1	DM03120	.00724	5.0E‐85	Putative chitin deacetylase	
Exp2	JAN57634	.00310	2.6E‐102	Putative chitin deacetylase 3 precursor, partial	
Exp2	JAN35264	.00140	1.8E‐08	Putative cuticle protein	
Exp2	JAN61066	.00030	5.6E‐76	Putative cuticle protein	
Exp2	JAN61066	.00044	1.5E‐48	Putative cuticle protein	
Exp2	JAN64809	.00936	4.2E‐46	Putative cuticle protein	
Egg					
Exp2	KZS06734	.00555	2.8E‐25	Female sterile (2) ltoPP43	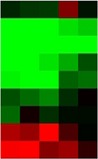
Exp2	JAN29198	.00120	3.0E‐105	Chorion peroxidase precursor	
Exp2	JAN47987	.00203	4.5E‐09	Chorion peroxidase precursor‐like protein, partial	
Exp2	JAN47987	.00984	6.3E‐116	Chorion peroxidase precursor‐like protein, partial	
Exp2	JAN90603	.00038	4.9E‐35	Putative vitelline membrane outer layer protein	
Exp2	KZS10607	.00601	4.1E‐27	Vitelline membrane outer layer protein 1	
Exp1	DM00375	.00200	1.2E‐44	Vitellogenin fused with superoxide dismutase	
Exp2	BAE94324	.00720	1.6E‐108	Vitellogenin fused with superoxide dismutase	
Exp1	DM03056	.00540	2.5E‐27	Putative Notch, partial	
Visual cues					
Exp1	DM01796	.00211	3.7E‐110	Class a rhodopsin G‐protein coupled receptor gprop1	Exp1	DM06155	.00165	4.0E‐17	Class a rhodopsin G‐protein coupled receptor gprop1	
Exp1	DM06131	.00137	1.0E‐31	Class a rhodopsin G‐protein coupled receptor gprop1	
Exp1	DM12611	.00087	1.2E‐07	Class a rhodopsin G‐protein coupled receptor gprop2	
Exp2	JAN36420	.00120	1.2E‐07	Class a rhodopsin G‐protein coupled receptor gprop2	
Exp2	KZS21495	.00100	1.5E‐63	Blue wavelength opsin	

Note

All protein accessions represent significant matches (E = 10^–5^) to *Daphnia magna* protein coding sequences. Fold change is represented as log_2_ values. Heatmaps match to each target transcript. The designations “#L:#D” represent the number of hours of light and dark per day, respectively.

## 4 DISCUSSION

The experimental results provide strong evidence that differences in photoperiod alone, that is without the presence other cues (e.g., temperature, crowing, low nutrition), caused substantial changes in life history strategies, including (a) a decreasing trend in total fecundity (Figure 1a); (b) significantly increased male production (Figure 1b); and (c) indication of significantly increased metabolic rate (Figure 2) in the short‐day length (≤8‐hr daylight) photoperiods. Further, *Daphnia magna* that were acclimated to the various photoperiods displayed differences in instantaneous responses to light in phototaxis assays. Generally, *D. magna* that were acclimated to short‐day length (≤8‐hr daylight) were more averse to and avoided light (Figure 3a,c) and swam faster (Figure 3b,d) when in light conditions, where both of these responses were enhanced in younger individuals. Transcriptomic investigations identified significant differences in transcript expression in all photoperiods relative to the control 16L:8D photoperiod where expression profiles within the predominant KEGG ontology categories were the most similar among the short‐day length and equinox photoperiods (≤12‐hr daylight) exposures (Figure S10). Further, gene transcripts putatively identified to be involved in the various organism‐level responses (e.g., circadian rhythm, sex determination and egg processes) to the photoperiod exposures had unique expression profiles in the short‐day length and equinox photoperiods relative to the control (Table 1). These responses were putatively connected to observed life history phenotypes as well as phototaxis behaviours (Table 2). In the following discussion, we provide context for the various responses to photoperiod with regard to the sensing of environmental cues, life history strategy and the basic ecology of *D. magna*.

**Table 2:** Connecting observations in *Daphnia magna* to functional genomic expression to provide inferences about mechanistic responses to photoperiod

Observations in *D. magna*		Genomics (Transcriptional expression)	
Life history endpoints	Photoperiod effects	Functions	Functional response(s)
Metabolic rate	Increased in (8L:16D, 4L:20D)	Circadian rhythm	Period circadian protein (PER) and a protein coding F‐box/LRR‐repeats (possibly JET), each of which are critical in establishing Circadian clock, were affected by photoperiod (Koh et al., 2006; Zerr et al., 1990). Photoperiod influences to circadian rhythm are critical to establishing periodic activity and metabolism and likely influence the majority of responses observed herein
		Metabolism	Differential expression of various pathways involved in carbohydrate, amino acid/ protein and fatty acid metabolism which are critical in establishing system‐level energy metabolism
Growth	Decreased carapace length (4L:20D)	Cuticle and chitin (development, molting, reproduction and more)	Increased expression of cuticular protein analogous to peritrophins 1‐G (CPAP1G) in the short‐day length photoperiod exposures. Peritrophin 1 (CPAP1) family is essential for development, molting, cuticle integrity, locomotion and fecundity in arthropods (Jasrapuria et al., 2012)
Reproduction	Decreased neonates (4L:20D)	Egg	Transcriptional expression in short‐day length included: (a) Decreased expression of two vitelline membrane proteins which serve as a source chorion proteins important in early development (Pascucci et al., 1996), (b) Decreased expression of chorion peroxidase activity facilitates cross‐linking of chorionic proteins during the “hardening” phase of egg development (Mindrinos et al., 1980), (c) Increased expression of vitellogenin fused with the superoxide dismutase where vitellogenin is a critical marker of Daphnia fecundity (Ebert, 1993), and (d) Decreased transcriptional expression of the female sterile 2, and inhibitor of oogenesis (Schüpbach & Wieschaus, 1991)
		Cuticle and chitin (development, molting, reproduction and more)	Cuticular protein analogous to peritrophins 1‐G (CPAP1G) had increased expression in the short day‐length photoperiod where (CPAP1) family is essential for fecundity in arthropods (Jasrapuria et al., 2012)
Male production	Increased (12L:12D, 8L:16D and 4L:20D)	Environmental signalling	Decreased expression of glutamate receptor ionotropic, kainate. This target is an inhibitor of glutamate signaling in mammals (Contractor et al., 2000), which if this function is conserved in *D. magna*, suggests a putative increase in glutamate signaling. Glutamate signaling induces male production in the *Daphnia pulex* WTN6 strain (Toyota, Miyakawa, Hiruta, et al., 2015) and is a photoperiod‐sensitive mechanism (Toyota, Miyakawa, Hiruta, et al., 2015)
		Sex determination	Decreased transcriptional expression for the transformer‐2 sex‐determining protein in the short‐day photoperiod. Differential exon splicing for transformer in *Drosophila melanogaster* leads to female‐specific protein products in females and not males (Lopez, 1998). Involvement of transformer in *D. magna* sex determination is inconclusive
		Genetic information processing	Decreased expression for multiple small nuclear ribonucleoprotein particles (snRNPs) and non‐snNRP splicing factors in short day exposures. Arthropod sex determination has also been observed to be controlled by alternative splicing, although this mechanism remains to be tested in *D. magna* for sex determination genes including transformer (dmagtra, Kato et al., 2010)
**Behavior**	**Photoperiod effects**	**Functions**	**Functional response(s)**
Phototaxis experiments ‐ light avoidance (duration)	7 days old Daphnia ‐ Increased, all but 8L:16D	Visual cues	Decreased expression of blue wavelength opsin (KZS21495) and class a rhodopsin G‐protein coupled receptor 2, which are not typically involved in circadian rhythms (Zerr et al., 1990) but may be involved in short‐term light responses
	21 days old Daphnia ‐ Increased at 4L:20D and 20L:4D	Circadian rhythm	Period circadian protein (PER) and a protein coding F‐box/LRR‐repeats (possibly JET), each of which are critical in establishing Circadian clock, were affected by photoperiod (Koh et al., 2006; Zerr et al., 1990)
Phototaxis experiments ‐ light avoidance (swim velocity)	7 days old Daphnia ‐ Increased, all but 20L:4D	Environmental signalling	Decreased expression of glutamate receptor ionotropic, kainate (an inhibitor or glutamate signaling) in response to short‐day photoperiods. In Drosophila, balanced glutamate signaling dynamics among lateral and dorsal clock neurons mediate light‐avoidance behaviours and establish entrainment of light‐responsive circadian rhythms (Collins et al., 2012)
	21 days old Daphnia ‐ Increased at 4L:20D and 12L:12D	Genetic information processing	Decreased expression of nearly every transcript associated with the spliceosome. Alternative mRNA splicing of the Down syndrome cell adhesion molecule (Dscam) homolog in *Daphnia* can affect in nervous system structure/function (Brites et al., 2008)

### 4.1 General impacts of photoperiod

#### 4.1.1 Photoperiod effects on life history traits

Photoperiod had no statistically significant effects on *D. magna* survival and caused only a minor, yet statistically significant, decreasing trend in fecundity with decreasing day length (Figure 1) over the course 21‐day experiments. Little impact on basic survival from a relatively minor stressor (but important environmental cue) such as photoperiod is supported in previous studies (Korpelainen, 1986). The trend of a decreased number of total neonates produced in short‐day photoperiods observed in the present study (Figure 1a) is also supported by the literature for *Daphnia* species (Parker, 1966). The most dramatic effect of photoperiod on life history traits was the interruption of cyclic parthenogenesis resulting in significantly greater percentage of male offspring produced (Figure 1b) in short‐day length and equinox photoperiods (4L:20D, 8L:20D, 12L:12D). Korpelainen (1986) also observed that photoperiod affected male production in *D. magna* where, converse to our observations, their results showed increased male production at the 16L:8D photoperiod relative to a short‐day length photoperiod (10L:14D). It should be noted that this observation occurred predominantly at low water temperatures (14 and 19°C) relative to those used herein (25°C). In the present study, decreased reproductive output may have been influenced by increased male production in the shortest day length photoperiod where Ginjupalli and Baldwin (2013) observed that *D. magna* exposed to a hormone analog that induced male production also decreased overall fecundity. Previous investigations combining temperature and photoperiod stimuli concluded temperature was the driving factor in affecting life history traits, such as survival, reproduction, growth brood times and male production (Armitage & Landau, 1982). The present study demonstrates that photoperiod entrainment alone can affect life history strategy in *D. magna* through the course of a 21‐day exposure.

#### 4.1.2 Metabolic rate

To our knowledge, this is the first study to investigate the effect of photoperiod alone on an indicator of *Daphnia* metabolic/ bioenergetics rate. Based on literature searches, previous work integrated temperature and photoperiod as a combinational cue. Interestingly, our results indicate slight, yet statistically significant, increases in sugar metabolism as an indicator of overall metabolic rate in the two short‐day length exposures (Figure 2) when ex situ measurements were taken during entrained daylight hours. We hypothesize that this is related to a circadian‐like response where behavioural urgency might be increased in short‐day length photoperiods (indicative of autumn/ senescence seasonal cues), though additional data generation is needed to test this hypothesis. In concert with this hypothesis, these short‐day length photoperiod treatments produced more male progeny, which may be more energetically expensive to produce, necessitating increased metabolic rates. Again, this needs to be tested in dedicated experiments.

#### 4.1.3 Photoperiod effects on phototaxis

It is well documented that *Daphnia* species are generally photonegative (Dodson et al., 1997; Van Gool & Ringelberg, 1995), although there are some reports of photopositive clones (Michels et al., 1999; Ringelberg, 1964). Prior to this study, little was known about the effect of long‐term (7–21 days) entrainment to various photoperiods on *D. magna* phototactic swimming velocity and duration of times spent in different light intensities. Photoperiod significantly affected phototaxis responses in *D. magna* where the photonegative responses were most sensitive in younger (7 days old) versus older (21 days old) *D. magna* (Figure 3). Meester (1992) similarly observed differential phototaxis where juveniles tended to be more photonegative than adults, even in clones exhibiting photopositive responses as adults. According to previous studies (e.g., Van Gool & Ringelberg, 1995), negative phototaxis responses lead to typical *Daphnia* diurnal water‐column migration patterns which are hypothesized to optimize predatory avoidance during light conditions. The 7‐day‐old *D. magna* in the present study exposed to all photoperiods except for the extreme long‐day length (20L:4D) swam significantly faster when in light conditions (approximately 7–9 mm/s), relative to dark conditions (approximately 5–6 mm/s; Figure 3). Faster swimming in the light is supported in the literature by Dodson et al. (1997) and is presumably a direct negative phototaxis response to avoid predators in light conditions and/or speed the process of moving out of the light. Overall, photoperiod was shown to affect phototaxis in *D. magna* with the most pronounced photonegative responses occurring at extreme photoperiods and in young life stages.

### 4.2 Transcriptomic response to photoperiod on generalized functions

Kyoto Encyclopedia for Genes and Genomes orthology annotations provided insights into generalized functions affected by photoperiod (Figure S9). Below we discuss observations from the three major KO classes: environmental signalling, genetic information processing and metabolism.

#### 4.2.1 Environmental signalling

The pathways included within the KEGG environmental information processing ontology (https://www.genome.jp/kegg/pathway.html#environmental) represent various first responders to critical environmental stimuli. Within this ontology, “signalling molecules and interactions” represents the rapid‐response elements capable of instantaneous reaction to dynamic environmental cues, including light stimuli. Thus, photoperiod‐induced transcriptional expression changes within this signalling molecule cascade, including neuroactive ligand receptors (Figure S10), were not surprising. 

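Glutamate receptor ionotropic, kainate (DM10810P1) was well above background on all 30 arrays of experimental trial 2. Its mean log2 signal relative to the 75th percentile was 2.94 ± 1.52 (SD, n = 6 animals) in 16L:8D, 1.55 ± 1.14 in 4L:20D, 0.87 ± 1.07 in 8L:16D, -0.09 ± 0.45 in 12L:12D and 3.14 ± 1.08 in 20L:4D. The log2 fold change relative to 16L:8D was -3.03 in 12L:12D (standard error 0.520, limma's adjusted p = 0.0137), -2.06 in 8L:16D (limma's adjusted p = 0.0947) and -1.39 in 4L:20D (limma's adjusted p = 0.0934). All 6 animals of each of these photoperiods were below the control mean, and the 3 changes were called. In 20L:4D the change was 0.20 (limma's adjusted p = 0.949), higher in 4 of 6 animals. The call in 4L:20D was lost with slide as a block (-1.20), with only the 12 arrays of 4L:20D and 16L:8D in the fit (-1.39), without replicate 2 of 4L:20D (-1.003) and without replicate 1 of 16L:8D (-0.996). The following alternatives were chosen after seeing the data. By exposure replicate number the call in 4L:20D was lost (-1.38), and with the spike-in mean as a covariate that in 8L:16D (-1.40). With the positions on the 2 main axes of the spread within photoperiods as covariates, all 3 calls were lost. The changes were then -0.50 in 4L:20D, -0.74 in 8L:16D and -0.90 in 12L:12D. The remaining 2 transcripts with glutamate receptor or glutamate decarboxylase names in Table S1 were not called, and were higher than in 16L:8D in each photoperiod except, with normexp, in 8L:16D. The largest of their changes was in another kainate receptor transcript (DM10654P3), 0.63 in 12L:12D (standard error 0.182, limma's adjusted p = 0.0411), higher in 6 of 6 animals. It was not called, since its unadjusted p for photoperiod was above the threshold (adjusted p = 0.111 from limma).

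**Figure D4:**
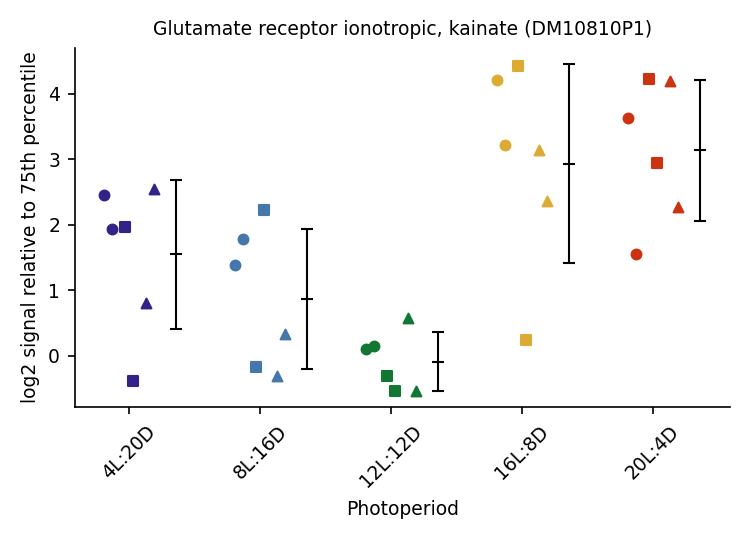
Log2 signal relative to the 75th percentile of the array for glutamate receptor ionotropic, kainate in single animals, with circles, squares and triangles for chambers 1, 2 and 3 and black bars for the mean and SD of 6 animals. The animals of 12L:12D lie around a mean of -0.09 and those of 16L:8D around 2.94.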

The neuroactive ligand–receptor pathway affects neural signalling facilitating the most rapid whole‐organism responses in biology where decreased transcriptional expression of glutamate receptor ionotropic, kainate was observed in response to shortened day photoperiods (Figure 4). Glutamate receptor ionotropic, kainite is an inhibitor of glutamate signalling in mammals (Contractor, Swanson, Sailer, O'Gorman, & Heinemann, 2000); thus, if this function is orthologous in *D. magna*, the decreased transcriptional expression in short‐day photoperiods suggests the potential for increased glutamate signalling. In *Drosophila*, balanced glutamate signalling dynamics among lateral and dorsal clock neurons mediate light‐avoidance behaviours and establish entrainment of light‐responsive circadian rhythms (Collins, Kane, Reeves, Akabas, & Blau, 2012). A broad suite of glutamate response elements have been identified in *Daphnia pulex;* thus, glutamate signalling may similarly play a role in light‐avoidance and circadian behaviours in *Daphnia* species (Miyakawa, Sato, Colbourne, & Iguchi, 2015). Additionally, recent findings have demonstrated glutamate signalling induces male production in the *D. pulex* WTN6 strain, but not other *D. pulex* strains (Toyota, Miyakawa, Yamaguchi, et al., 2015), a response comparatively attributable to methyl farnesoate (putative juvenile hormone in daphnids) exposure (Toyota, Miyakawa, Hiruta, et al., 2015). Given the transcriptional evidence for potential increased glutamate signalling and the increased male production observed in the *D. magna* strain tested in present study, similarity in photosensitive mechanisms of male production is plausible between *D. magna* and the *D. pulex* WNT6 strain. If fact, a recently published study by Camp and Haeba (2019) indicated that photoperiod‐dependent methyl farnesoate status indeed provided permissive conditions for male production in *D. magna*, but the ultimate regulatory trigger was temperature where male production increased with temperature in *D. magna* and the opposite was true in *D. pulex*.

**Figure 4:**
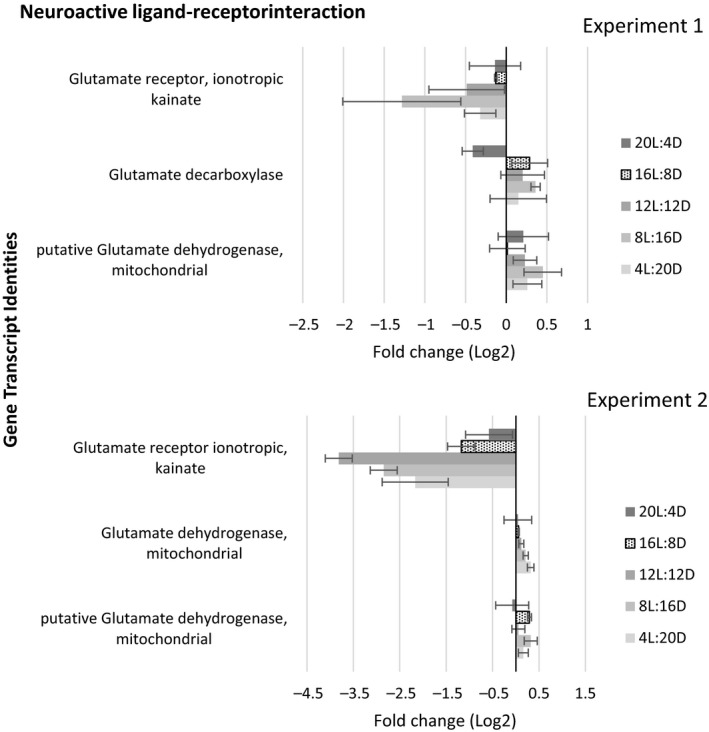
Transcript expression for gene targets having significant differential expression in response to photoperiod relative to the 16L:8D control that were involved in neuroactive ligand–receptor interactions (NLRI). Association with NLRI is based on KEGG orthology (KO) annotations. Fold changes represent means of all replicates, and error bars represent one standard deviation. Results provided for each individual experimental block

#### 4.2.2 Genetic information processing

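Of the 74 transcripts with keywords for the spliceosome, proteasome, ribosome biogenesis, RNA transport, RNA degradation and DNA replication, 38 were called lower than in 16L:8D in 4L:20D of experimental trial 2, 15 in 8L:16D, 32 in 12L:12D and 1 in 20L:4D. None was called higher. Of the 74, 5 were in Table S1 for trial 1 only, and 4, 4, 3 and 4 of these were lower in 4L:20D, 8L:16D, 12L:12D and 20L:4D, with none called. With the positions on the main axes of the spread within photoperiods as covariates, an alternative chosen after seeing the data, 69, 70, 67 and 62 of the 74 were lower in 4L:20D, 8L:16D, 12L:12D and 20L:4D, and the median log2 fold change was smaller in size, -0.35, -0.23, -0.27 and -0.14 against -0.67, -0.46, -0.58 and -0.26.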

The short‐day length and equinox photoperiod exposures caused predominantly decreased expression for gene transcripts involved in multiple facets of genetic information processing (Figure S10). 

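In experimental trial 2, all 14 transcripts with a spliceosome keyword in either of their names in Table S1, 2 of them in the earlier name only, were lower than in 16L:8D in 4L:20D, in 8L:16D and in 12L:12D, and 12 of 14 were lower in 20L:4D. The median log2 fold change was -0.74, -0.62, -0.54 and -0.27 in that order, and 7, 6, 4 and 0 transcripts were called. All 14 are in Table S1 for trial 2, so they were chosen on these same animals and the tally is not independent evidence. The median in 20L:4D was -0.12, -0.57 and -0.14 without replicates 1, 2 and 3 of 20L:4D. With the normexp background correction 9 of 14 were lower in 12L:12D (median -0.27) and 8 of 14 in 20L:4D (median -0.09), and the medians in 4L:20D and 8L:16D were -0.50 and -0.46. With the positions on the 2 main axes of the spread within photoperiods as covariates, chosen after seeing the data, the medians were -0.45, -0.39, -0.23 and -0.16.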

A striking observation was the decreased expression of nearly every transcript associated with the spliceosome (Figure S11). Spliceosomes are large complex ribonucleoproteins (RNPs) present in eukaryotes that facilitate splicing of introns from pre‐mRNA as well as alternative splicing of exons to express multiple forms of an mRNA from a single gene (Will & Luhrmann, 2011). The transcriptomics for *D. magna* indicated decreased expression, predominantly in the short‐day and equinox photoperiods, for multiple small nuclear ribonucleoprotein particles (snRNPs) and non‐snNRP splicing factors (Figure S11) that make up the spliceosome indicating potentially reduced capacity for spliceosome‐based pre‐mRNA processing (Black, Chabot, & Steitz, 1985; Blencowe, Bowman, McCracken, & Rosonina, 1999).

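The 3 spliceosome transcripts with the smallest p for photoperiod in experimental trial 2 were a serine/arginine-rich splicing factor, the 116 kDa U5 snRNP component and a splicing factor. Serine/arginine-rich splicing factor (DM01218P1) changed by a log2 of -0.86 relative to 16L:8D in 4L:20D (standard error 0.155, limma's adjusted p = 0.00665), -0.63 in 8L:16D and -0.64 in 12L:12D, lower in 6 of 6 animals of each. Its call in 12L:12D was lost without replicate 3 of 12L:12D (-0.57), and in 4L:20D the signal of animal A of replicate 1 lay above that of the others, at 1.75 against a median of 1.45. The 116 kDa U5 snRNP component (DM03445P2) changed by -0.89 in 8L:16D (standard error 0.194, limma's adjusted p = 0.0632), -0.85 in 4L:20D and -0.72 in 12L:12D, also lower in 6 of 6 animals of each. These 3 calls were lost without replicate 1 of 16L:8D (-0.81, -0.77 and -0.64), and 20L:4D was called with slide as a block (-0.64) and without replicate 2 of 20L:4D (-0.65). The splicing factor (DM11603P2) changed by -0.91 in 4L:20D (standard error 0.197, limma's adjusted p = 0.0167) and -0.67 in 8L:16D, and both calls were lost with slide as a block (-0.96 and -0.78). The 8L:16D call was also lost without replicate 1 of 8L:16D (-0.55), and 12L:12D was called without replicate 1 of 12L:12D (-0.72).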

In the human genome, alternative exon splicing has been identified to be a major contributor to proteome diversity where estimates range from 40% to 80% of genes having alternative splicing potential (Matlin, Clark, & Smith, 2005). Extensive alternative exon splicing has been observed in *Daphnia* for specific genes, such as the Down syndrome cell adhesion molecule (Dscam) homolog, where 13,000 unique transcripts are formed (Brites et al., 2008). Similar to observations in insects, the alternative exon splicing of Dscam in *Daphnia* has been implicated in playing a critical role both in immune responses and in nervous system structure/ function (Brites et al., 2008). In certain species, arthropod sex determination has also been observed to be controlled by alternative splicing, although this mechanism remains to be tested in *D. magna* for sex determination genes including transformer (dmagtra, Kato et al., 2010). A possible splice variant of a transformer homolog was recently identified in *Daphnia galeata* where expression showed female bias (Huylmans, Lopez Ezquerra, Parsch, & Cordellier, 2016), providing additional observations of potential gene splicing‐based sex determination mechanisms in the *Daphnia* genus. The specific effects of short‐day length photoperiods on spliceosome activity in *D. magna* and resultant phenotypes require dedicated testing. Presently, possible outcomes of the overall decreased expression include overall differential exon splicing which may affect sex‐specific phenotypes, determination of neural state/ function and potential effects on immunity.

#### 4.2.3 Metabolism

Gene transcripts involved in a diverse suite of metabolic pathways were differentially expressed in response to different photoperiods, including effects on various carbohydrates, amino acids/ proteins, nucleic acids, fatty acids and etcetera (Figure S10). Photoperiod proved to be an influential environmental stimulus affecting reproductive output, male production, energy expenditure and phototaxis (Figures 1, 2, 3, 4). Such responses are underpinned by diverse suborganismal metabolic responses orchestrating the allocation of resources and energy towards the overall suite of life history traits (Ananthasubramaniam et al., 2015). Similar to the results of the present study, Toyota et al. (2016) demonstrated that the short‐day length photoperiod caused differential expression of gene transcripts within various KEGG metabolomic pathways including alanine, aspartate and glutamate metabolism, starch and sucrose metabolism, amino sugar and nucleotide sugar metabolism, and galactose metabolism. Many of the common responses between our study and the Toyota et al. (2016) investigation were related to system‐level energy metabolism. Effects of equinox and/or short‐day photoperiod on circadian rhythms (i.e., increased phototaxis; Figure 3) and life history strategies (i.e., increased male production; Figure 1) undoubtedly influenced energy utilization in *D. magna* as evidenced by increased energy expenditure in the short‐day length photoperiods (Figure 2). Overall, the transcriptional evidence suggests changes in multiple metabolic pathways that putatively drive the functional molecular mechanisms underlying the organismal response in *D. magna* that are described above, systemically initiated through environmental sensing/signalling and subsequent genetic information processing.

### 4.3 Finding functions – connecting omics to organism‐level responses

Similar to the use of KEGG orthology annotations, we leveraged the annotation text mining results to connect gene functions to observed organism‐level responses (Table 2). Below we discuss observations related to circadian rhythm; sex determination; cuticle/chitin processes related to development, moulting, reproduction; egg production; and visual cues.

#### 4.3.1 Circadian rhythm

The decreased expression of period circadian protein (PER), which is involved in controlling circadian rhythms in *Drosophila* (Zerr, Hall, Rosbash, & Siwicki, 1990), was observed in short‐day length photoperiods (Tables 1 and 2) providing evidence of potential processes underlying circadian cycling in *D. magna*. 

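Table 1 lists 3 PER transcripts for experimental trial 2, of which the 2 given here could be tied to a probe. For DM09904P4, the log2 fold change relative to 16L:8D was -0.25 in 4L:20D (standard error 0.187, limma's adjusted p = 0.412), lower in 5 of 6 animals, -0.43 in 8L:16D (limma's adjusted p = 0.261), lower in 6 of 6, and -0.22 in 12L:12D (limma's adjusted p = 0.507), lower in 4 of 6. None of these was called, although with slide as a block the change in 8L:16D was (-0.63). In 20L:4D the change was 0.67 (limma's adjusted p = 0.484), higher in 6 of 6 animals. This change was called, but not with slide as a block (0.50), with normexp (0.51) or without replicate 2 of 16L:8D (0.57). For DM14516P3 the change was 0.13 in 4L:20D, -0.06 in 8L:16D and 0.05 in 12L:12D (standard error 0.190), each smaller than its error and not called, with animal A of replicate 1 of 12L:12D above the others (-3.96 against a median of -4.64). In 20L:4D it was 0.93 (limma's adjusted p = 0.317), higher in 6 of 6 animals and called, but not with normexp (0.48), whose offset shrinks the changes of dim probes. Over the 5 photoperiods, limma's adjusted p for photoperiod was 0.0138 for DM09904P4 and 0.0180 for DM14516P3.

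**Figure D5:**
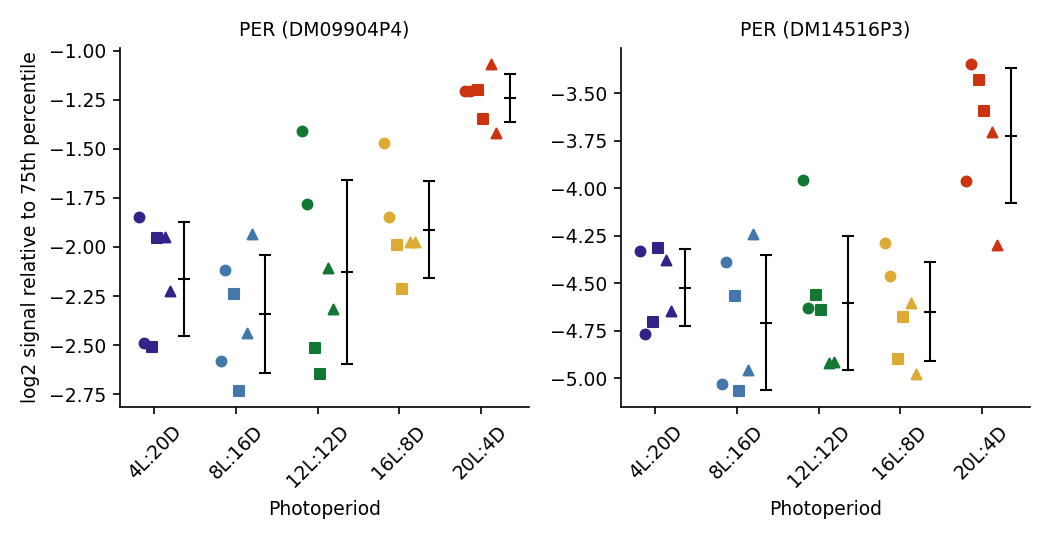
Log2 signal relative to the 75th percentile of the array for a pair of PER transcripts in single animals of the 5 photoperiods, with circles, squares and triangles for chambers 1, 2 and 3 and black bars for the mean and SD of 6 animals. The means of 20L:4D are -1.24 (DM09904P4) and -3.72 (DM14516P3), above those of 16L:8D at -1.91 and -4.65.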

The cyclic expression of PER in the photoreceptor nuclei, glial cells and neurons of *Drosophila* has been implicated in driving circadian rhythms of diurnal activity and is recognized to be influenced by light/dark cycles (Zerr et al., 1990). Curtin, Huang, and Rosbash (1995) demonstrated that this cyclic expression of PER in *Drosophila* was mediated through a negative feedback loop where PER protein inhibits transcriptional expression of PER mRNA in a time‐series dynamic cycle. In the present study, the *Daphnia* RNA samples were collected within an hour after initiation of the light phase of each photoperiod; thus, the observed PER transcript expression represents a measurement early within the potential PER transcript/protein feedback cycle. If analogous processes observed in *Drosophila* were operating in *D. magna*, PER protein likely accumulated during the extended dark cycle of the short‐day exposures, thus increasing the stock of PER protein in tissues resulting in inhibited PER transcript expression. Additionally, an F‐box protein with leucine‐rich repeats (F‐box/LRR‐repeat) termed JET has been identified in *Drosophila* to confer light sensitivity of the circadian clock (Koh, Zheng, & Sehgal, 2006). 

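The probe of F-box/LRR-repeat protein 12 (DM12109P1) changed by a log2 of -0.49 relative to 16L:8D in 4L:20D of experimental trial 2 (standard error 0.102, limma's adjusted p = 0.0146), lower in 6 of 6 animals. It changed by -0.25 in 8L:16D, -0.38 in 12L:12D and -0.28 in 20L:4D. None of these changes reached 1.5-fold, apart from that in 4L:20D without replicate 1 of 16L:8D (-0.59). A further F-box/LRR-repeat protein in Table S1 (DM09476P2) changed by -1.82 in 4L:20D (standard error 0.427, limma's adjusted p = 0.0217), -1.85 in 8L:16D and -1.86 in 12L:12D, with 6 of 6 animals of each below the control mean. In 4L:20D animal A of replicate 1 lay above the others, at -0.23 against a median of -1.70 on the log2 scale. It was not called in 20L:4D (-0.46), apart from without replicate 2 of 20L:4D (-0.92).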

In our study, *D. magna* had significant changes in expression for two unique transcripts coding F‐box/LRR repeats (KZS07878, DM12109) where expression was either increased or decreased in the short‐day photoperiod exposures, depending on the experimental trial (Table 1). If the function is homologous to *Drosophila*, differential expression of F‐box/LRR repeats potentially reflects light‐responsive circadian clock changes.

#### 4.3.2 Sex determination

As described in the Environmental Sensing and Genetic Information Processing sections above, glutamate signalling pathways and alternative mRNA transcript splicing mechanisms, respectively, potentially contribute to the male production observed in the present experiment. Additionally, decreased transcriptional expression for the transformer‐2 sex‐determining protein (JAN91947; Table 1) was observed in concordance with increased male production (Figure 1) in *D. magna* exposed to short‐day length photoperiods. 

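The transformer-2 transcript (DM11280P1) in experimental trial 2 had a log2 fold change relative to 16L:8D of -0.59 in 4L:20D (standard error 0.209, limma's adjusted p = 0.0793), -0.62 in 8L:16D (limma's adjusted p = 0.166), -0.58 in 12L:12D (limma's adjusted p = 0.0893) and -0.21 in 20L:4D (limma's adjusted p = 0.873). All 6 animals of 4L:20D, 8L:16D and 12L:12D were below the control mean, and 3 of 6 of 20L:4D. The transcript was not called in any photoperiod, since its unadjusted p for photoperiod was above the threshold (adjusted p = 0.124 from limma). It was called in 4L:20D and 8L:16D with quantile normalization (-0.62 in both), without replicate 2 of 20L:4D and without replicate 3 of 20L:4D (-0.59 and -0.62 in both cases), and in 12L:12D with quantile normalization (-0.64). The transformer transcript (DM06854P1) changed by 0.93 in 12L:12D (standard error 0.308, limma's adjusted p = 0.0659), higher in 6 of 6 animals, by 0.80 in 8L:16D and by 0.45 in 4L:20D, with none called. Without replicate 2 of 16L:8D it was called in 12L:12D (1.41), in 8L:16D (1.28) and in 4L:20D (0.93).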

Differential exon splicing of the transformer (tra) and Sex‐lethal (Sxl) genes in *Drosophila melanogaster* led to production of female‐specific protein products in females, but not males (Kato et al., 2010). Kato, Kobayashi, Watanabe, and Iguchi (2011) conducted a genomic study of the transformer (tra) gene in *D. magna* (dmagtra) which indicated no differential expression or exon splicing among males and females, although a potential splice variant of tra was observed in *Daphnia galeata* that did show some degree of female bias (Huylmans et al., 2016). Finally, the doublesex (Dsx) gene (DapmaDsx1) has been observed to control *D. magna* sex determination, where increased expression was associated with male formation (Kato et al., 2011). In the present study, Dsx probes were included in the microarray, but were not differentially expressed in response to the short‐day length photoperiods.

#### 4.3.3 Cuticle and chitin (development, moulting, reproduction and more)

Chitin is an extracellular polysaccharide matrix that represents the predominant structural component of arthropod exoskeletons (Tetreau et al., 2015). 

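In experimental trial 2, a cuticle protein (DM08522P1) had a log2 fold change relative to 16L:8D of 4.20 in 12L:12D (standard error 0.721, limma's adjusted p = 0.0137), 2.79 in 8L:16D (limma's adjusted p = 0.0980) and 2.06 in 4L:20D (limma's adjusted p = 0.0771), higher in 6 of 6 animals of each. The call in 4L:20D was lost with slide as a block (1.65) and with only the 12 arrays of 4L:20D and 16L:8D in the fit. Another cuticle protein (DM12885P2) changed by -3.20 in 12L:12D (standard error 0.760, limma's adjusted p = 0.0195), -2.59 in 8L:16D and -3.06 in 4L:20D, lower in 6, 6 and 5 of 6 animals. A chitinase domain-containing protein (DM12429P1) changed by -0.98 in 4L:20D (standard error 0.209, limma's adjusted p = 0.0156) and -0.85 in 12L:12D, lower in 6 of 6 animals of each. It was not called in 8L:16D (-0.45) or in 20L:4D (-0.41), although 20L:4D was called without replicate 2 of 20L:4D (-0.60). In 16L:8D, animal B of replicate 2 lay far from the other control animals for both cuticle proteins, in the direction of 12L:12D (-0.17 against a median of -4.12 for DM08522P1 and 2.52 against 6.16 for DM12885P2). In 4L:20D, animal A of replicate 1 lay above the others for DM12885P2 (5.61 against 1.99) and DM12429P1 (0.52 against -0.29).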

The direction and magnitude of expression for multiple components of chitin metabolism and cuticle structure (chitin plus proteins) in *D. magna* varied in response to photoperiod (Table 1). The expression of the cuticular protein analogous to peritrophins 1‐G (CPAP1G) tended to have increased expression in the short‐day length photoperiod exposures (Table 1). 

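The CPAP1G transcript (DM12209P2) in experimental trial 2 had a log2 fold change relative to 16L:8D of 2.04 in 12L:12D (standard error 0.848, limma's adjusted p = 0.140), higher in 6 of 6 animals and called. It changed by 1.45 in 8L:16D (limma's adjusted p = 0.411), higher in 4 of 6 animals, by -0.61 in 4L:20D (limma's adjusted p = 0.693), lower in 4 of 6, and by -1.03 in 20L:4D (limma's adjusted p = 0.852), lower in 5 of 6. The call in 12L:12D was lost with slide as a block (2.14), with normexp (1.24) and with 7 of the 15 chambers left out, the change then lying between 1.46 (without replicate 1 of 12L:12D) and 2.20 (without replicate 3 of 12L:12D). The transcript was called in 8L:16D without replicate 1 of 8L:16D (2.01) or replicate 2 of 16L:8D (2.14). Animal B of replicate 2 of 16L:8D had the highest signal of the 6 control animals, 0.63 against a median of -3.55 on the log2 scale.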

RNAi investigations in the cuticular protein analogous to peritrophin 1 (CPAP1) family of proteins in the beetle *Tribolium castaneum* indicated that several members were essential for insect development, moulting, cuticle integrity, locomotion or fecundity (Jasrapuria, Specht, Kramer, Beeman, & Muthukrishnan, 2012). Given that cuticle remodelling is dynamic in arthropods to facilitate periodic moulting cycles enabling growth, the dynamic expression of the various chitin metabolism enzymes and cuticle proteins in *D. magna* is intuitive given the life history changes occurring across photoperiods.

#### 4.3.4 Egg

Given that neonate production was decreased by roughly 12% in the most extreme short‐day length photoperiod, we investigated transcriptional expression relevant in egg productions to provide potential mechanistic insights. 

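Table 1 lists a pair of vitelline membrane transcripts for experimental trial 2. Vitelline membrane outer layer protein (DM11500P2) changed by a log2 of -2.28 relative to 16L:8D in 12L:12D (standard error 0.594, limma's adjusted p = 0.0282), -1.63 in 8L:16D (limma's adjusted p = 0.186) and -1.38 in 4L:20D (limma's adjusted p = 0.138), lower in 6 of 6 animals of each and called. Limma's adjusted p for photoperiod was 0.0675. The 3 calls were lost with slide as a block (-2.64, -1.24 and -0.91). They were also lost without replicate 2 of 12L:12D (-1.47 in 12L:12D), without replicate 3 of 12L:12D (-2.26 in 12L:12D), without replicate 1 of 16L:8D (-2.03, -1.39 and -1.14), replicate 2 of 16L:8D (-2.42, -1.78 and -1.53) or replicate 3 of 16L:8D (-2.38, -1.74 and -1.49), and without replicate 2 or replicate 3 of 20L:4D, where the changes stayed as given. The call in 4L:20D was lost without replicate 1 of 4L:20D (-1.41) and replicate 3 of 4L:20D (-1.01), and that in 8L:16D without replicate 2 of 8L:16D (-1.25). In 20L:4D the lowest animal, B of replicate 1, lay at -2.11 against a median of -0.47. Vitelline membrane outer layer protein 1 (DM06044P1) changed by -0.81 in 12L:12D (standard error 0.211, limma's adjusted p = 0.0285), lower in 6 of 6 animals, by -0.60 in 8L:16D, lower in 5 of 6, and by -0.39 in 4L:20D, which was not called. In 16L:8D animal B of replicate 2 was its lowest, at 3.32 against a median of 4.20. With slide as a block its calls were lost in 12L:12D (-0.82) and 8L:16D (-0.66). The call in 8L:16D was also lost without replicate 2 of 8L:16D (-0.49), replicate 3 of 8L:16D (-0.47), replicate 1 of 16L:8D (-0.49) or replicate 3 of 16L:8D (-0.57). The following alternatives were chosen after seeing the data. That call was lost with the spike-in mean as a covariate (-0.11) and with scan as a block (-0.50). Components 3 and 4 of the spread within photoperiods as covariates also removed it (-0.57). With components 1 and 2, the calls in 8L:16D (-0.39) and 12L:12D (-0.43) were lost.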

Transcript expression for genes coding vitelline membrane proteins (JAN90603, KZS10607) was decreased in the short‐day length photoperiods (Table 1). The vitelline membrane has been demonstrated to act as the reservoir for chorion proteins during early developmental stages of *Drosophila* egg development (Pascucci, Perrino, Mahowald, & Waring, 1996). Chorion peroxidase precursors (JAN29198, JAN477987) also had decreased expression in short‐day length photoperiods (Table 1). 

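Chorion peroxidase precursor (DM03869P1) was well above background on 6 of 6 arrays of 16L:8D in experimental trial 2 and on 0 of 6 of 12L:12D, 2 of 6 of 4L:20D and 5 of 6 of 8L:16D. In 12L:12D it was at least 7.87-fold lower than in 16L:8D, a bound taken against the lowest signal among the probes well above background on each array. Its log2 fold change was -2.57 in 4L:20D (standard error 0.550, limma's adjusted p = 0.0156) and -2.31 in 8L:16D (limma's adjusted p = 0.0878), lower in 6 of 6 animals of each. Single animals lay apart from the others in 4L:20D (A of replicate 1, -4.18 against a median of -5.66), 8L:16D (B of replicate 2, -3.40 against -5.54) and 12L:12D (A of replicate 1, -7.62 against -6.03). The chorion peroxidase precursor-like transcript DM08907P2 changed by -5.63 in 4L:20D, -5.50 in 8L:16D and -6.81 in 12L:12D (standard error 1.62, limma's adjusted p = 0.0426, 0.123 and 0.0197), lower in 6 of 6 animals of each. It was well above background on 5 of 6 control arrays and on 3, 3 and 2 of 6 arrays of these photoperiods, and animal B of replicate 2 of 16L:8D lay at -7.82 against a control median of 2.94. A further precursor-like transcript (DM03972P1) changed by -1.83 in 4L:20D (standard error 0.468, limma's adjusted p = 0.0293), lower in 6 of 6 animals, and by -1.28 in 8L:16D, lower in 5 of 6. Both calls were lost with slide as a block (-1.58 and -1.29) and with normexp (-0.48 and -0.45), and that in 8L:16D also without replicate 3 of 8L:16D (-0.90) or replicate 1 of 16L:8D (-0.85). In 12L:12D it changed by -0.88 and was called with quantile normalization (-0.95), with signals floored (-0.88) and without replicate 2 of 16L:8D (-1.33). None of the 3 transcripts was called in 20L:4D.

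**Figure D6:**
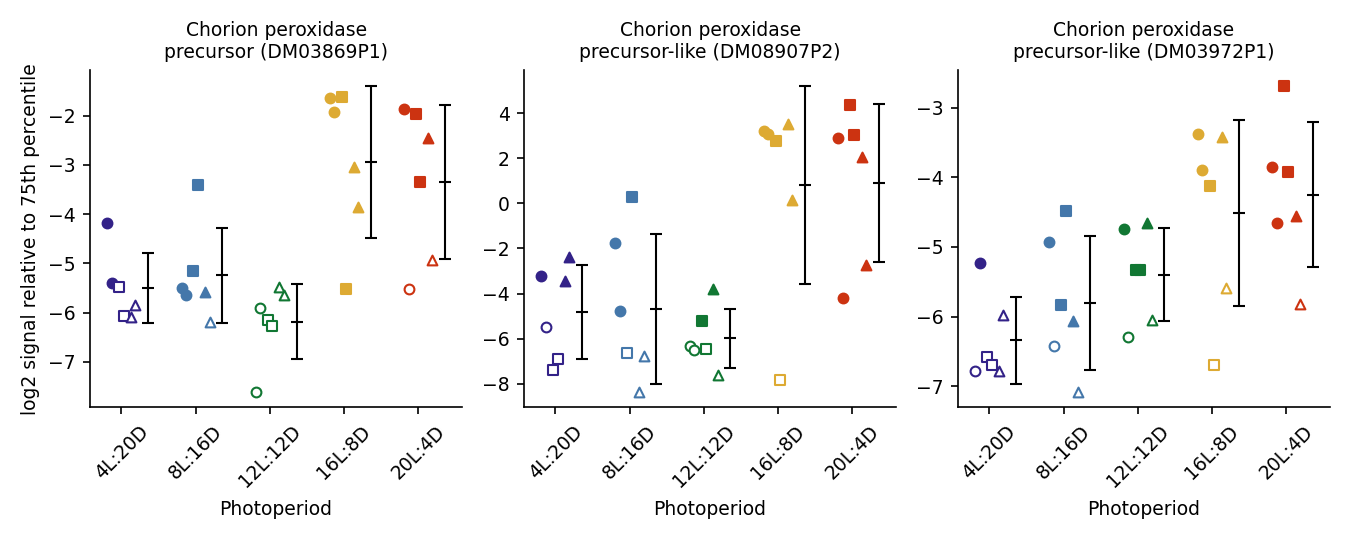
Log2 signal relative to the 75th percentile of the array for 3 chorion peroxidase transcripts in single animals of the 5 photoperiods, with circles, squares and triangles for chambers 1, 2 and 3, filled where the signal was well above background, and black bars for the mean and SD of 6 animals. For DM03869P1, no animal of 12L:12D was well above background, and all 6 of 16L:8D were.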

Mindrinos, Petri, Galanopoulos, Lombard, and Margaritis (1980) demonstrated that chorion peroxidase activity facilitates cross‐linking of chorionic proteins during the “hardening” phase of egg development in *Drosophila*. In contrast to the decreased expression of transcripts related to the egg “shell,” the expression of vitellogenin fused with the superoxide dismutase (BAE94324) was increased in the short‐day length photoperiods (Table 1). This gene complex (vitellogenin fused to the superoxide dismutase‐like domain) in *D. magna* represents a major component of yolk proteins in eggs (Kato, Tokishita, Ohta, & Yamagata, 2004) where vitellogenesis is recognized as a critical determinant of *Daphnia* egg production rate and quality (Ebert, 1993). Additionally, decreased transcriptional expression of the female sterile 2 (KZS06734) gene was observed in *D. magna* in the short‐day length photoperiods (Table 1). 

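Vitellogenin fused with superoxide dismutase (DM01555P3) had a log2 fold change relative to 16L:8D of 1.97 in 12L:12D of experimental trial 2 (standard error 0.483, limma's adjusted p = 0.0221), higher in 6 of 6 animals and called. It changed by 0.97 in 4L:20D (limma's adjusted p = 0.205) and 0.77 in 8L:16D (limma's adjusted p = 0.452), higher in 4 of 6 animals of each and not called. In 20L:4D it changed by -0.43 (limma's adjusted p = 0.885), lower in 4 of 6 animals. The change in 4L:20D was called without replicate 1 of 4L:20D (1.36), replicate 2 of 4L:20D (1.26), replicate 2 of 16L:8D (1.24) or replicate 1 of 20L:4D (0.97), and that in 8L:16D with only the 12 arrays of 8L:16D and 16L:8D in the fit.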

Female sterile mutations in *Drosophila* have been observed to impair reproduction by inhibiting egg production by blocking oogenesis or by impairing egg morphology (Schüpbach & Wieschaus, 1991). Finally, notch (DM03056) expression was increased in short‐day length photoperiod exposures (Table 1), where notch is critical in *Daphnia* segmentation and overall organismal development (Eriksson, Ungerer, & Stollewerk, 2013). Overall, a variety of functions critical in egg production and development were differentially expressed at the transcriptional level in response to short‐day length photoperiod. Given changes in energy expenditure (Figure 2), male production (Figure 1) and overall neonate production (Figure 1) in short‐day length and equinox photoperiods, shifts in the expression of genes underlying reproductive physiology provide insights into processes influenced/affected by photoperiod.

#### 4.3.5 Visual cues

There were significant, albeit low relative decreases in transcriptional expression of blue wavelength opsin (KZS21495) and class a rhodopsin G‐protein coupled receptor 2 (JAN36420) in the short‐day length photoperiods. 

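Class a rhodopsin G-protein coupled receptor 2 (DM12611P4) changed by a log2 of -0.34 relative to 16L:8D in 4L:20D of experimental trial 2 (standard error 0.159, limma's adjusted p = 0.179), lower in 6 of 6 animals. The change was -0.17 in 8L:16D (limma's adjusted p = 0.640), lower in 4 of 6 animals, -0.26 in 12L:12D (limma's adjusted p = 0.330), lower in 6 of 6, and 0.10 in 20L:4D (limma's adjusted p = 0.906), higher in 4 of 6. None was called in any setting tried, but all of these changes are under 1.5-fold, so the missing calls do not bear on a small decrease. Limma's unadjusted p for photoperiod was 0.0639, above the threshold (adjusted p = 0.209 from limma), where Table 1 gives a smaller p.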

Rhodopsin dynamics in *Anopheles gambiae* mosquitoes were observed in response to light/dark exposures, where the “mature” rhodopsin protein tended to increase in concentration within the major R1‐6 photoreceptor class of the mosquito eye in response to dark exposure (Moon, Metoxen, Leming, Whaley, & O'Tousa, 2014). In the present study, it is plausible that dynamics in rhodopsin accumulation in light/dark cycles could have implications related to phototaxis, including the observation of intensified light aversion (Figure 3).

## 5 CONCLUSIONS

In *Daphnia magna*, photoperiod as a sole environmental cue had powerful influence over phototaxis behaviours and multiple life history outcomes where functional genomic analysis identified a variety of logical connections to potential underlying molecular mechanisms (a synthesis of connections is provided in Table 2). Entrainment to short‐day photoperiods caused *D. magna* to have significantly increased light‐avoidance behaviours relative to conspecifics reared in the control (long‐day photoperiod – 16L:8D) where young *Daphnia* (7 days old) displayed the most pronounced light‐avoidance responses. Functional transcriptomic analysis identified photoperiod‐induced differential expression of gene targets involved in glutamate signalling, which is critical in arthropod light‐avoidance responses, as well as period circadian protein and proteins coding F‐box/LRR‐repeat domains, all of which contribute to establishing circadian rhythms. Short‐day photoperiods also produced indications of increased metabolic rate during light hours which corresponded with broadscale changes in expression across multiple pathways that establish system‐level energy metabolism. A striking life history response to photoperiod was increased male production across short‐day and equinox photoperiods (4L:20D, 8L:16D and 12L:12D). Correspondingly, transcriptional expression consistent with multiple putative mechanisms of male production was observed including photoperiod‐dependent transcriptional expression of transformer‐2 sex‐determining protein (Lopez, 1998) and associated small nuclear ribonucleoprotein particles (snRNPs) involved in splice variant expression for genes such as transformer. Additionally, changes in transcriptional expression that were suggestive of increased glutamate signalling show parallelism to responses observed to induce male production in *Daphnia pulex* (Toyota, Miyakawa, Yamaguchi, et al., 2015) via photoperiod‐sensitive mechanisms (Camp & Haeba 2019; Toyota, Miyakawa, Hiruta, et al., 2015). Overall, the results demonstrate the importance of photoperiod on behaviour and life history trajectories in *D. magna* where we have now established multiple putative mechanistic pathways underlying these critical responses.

## CONFLICT OF INTEREST

The authors declare no conflict of interest or relationship, financial or otherwise that might be perceived as influencing the authors' objectivity in the reporting of the study results or interpretations.

## AUTHOR CONTRIBUTIONS

The study idea was conceived by K.G., A.K., M.K. and T.S. The overall project was managed by K.G. The study equipment was constructed by K.G., A.K. and M.W. All *Daphnia* exposures were managed and the life history and behaviour results were interpreted by A.K. The genomic analyses were conducted and the genomics and overall results were interpreted by K.G. The *Daphnia* exposures were conducted by J.L. *Daphnia* samples were collected, RNA was extracted and quality assessed RNA was performed by M.W. and M.B. Microarray hybridizations were conducted and data from microarrays were extracted by X.G. The metabolic rate assays were conducted by N.M. Reannotation of *Daphnia magna* microarray was performed by L.B. The manuscript was developed by K.G., A.K., M.K. and T.S.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

All microarray data/results are publicly available at the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/info/linking.html) under series accession GSE117244.

# Supplementary material for: Different as night and day: Behavioural and life history responses to varied photoperiods in Daphnia magna
**Source:** Mol Ecol. 2019 Sep 26;28(19):4422–38. doi: 10.1111/mec.15230
**Supplement:** Supplementary file 1

***Supplemental Figures***

***Title:* Different as Night and Day: Behavioral and Life History Responses to Varied Photoperiods in *Daphnia magna***

***Running Title:*** Mechanistic Responses to Photoperiod

***Authors:***

^A^ Gust and Kennedy should be considered joint first authors.

Figure S1. Experimental chambers were custom fabricated for this project. The rectangular chambers were able to accommodate 1L of exposure media and three chambers were housed in each photoperiod box during experiments. The photoperiod boxes were sealed to administer each experimental photoperiod using light cycle timers. A high resolution camera was used to assess *Daphnia* position in the photoperiod boxes in a time series lasting 1.5 hours where position was assessed relative to the bottom of the exposure chambers. Real-time investigation of light versus dark preference was conducted by placing individual Daphnia in custom-fabricated swim chambers which were tracked using Ethovision software.

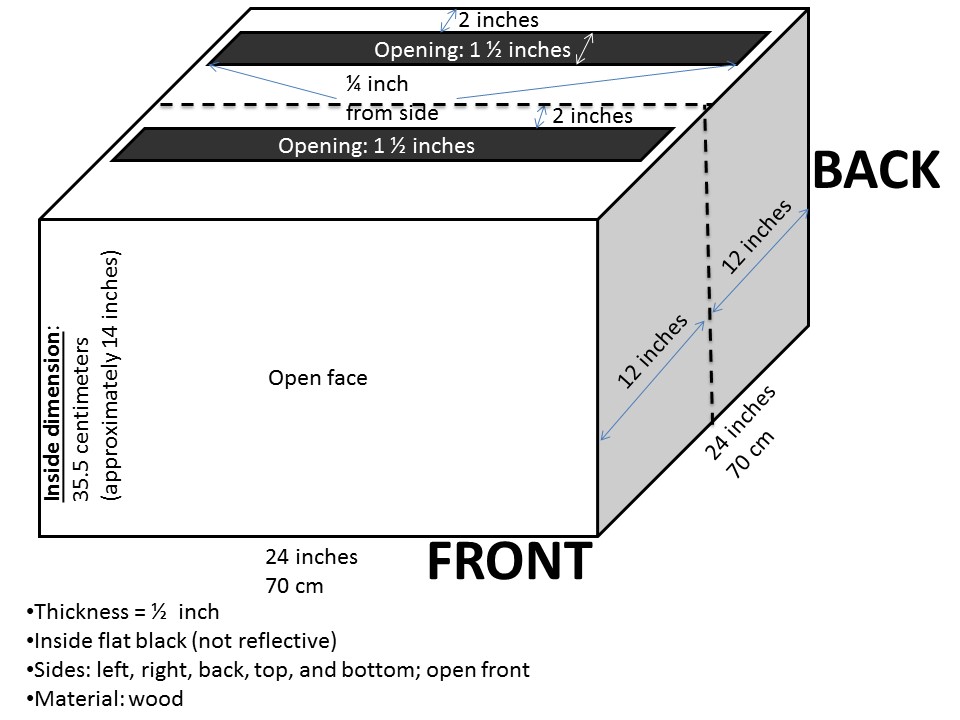

Figure S2. Diagram of photoperiod exposure boxes.

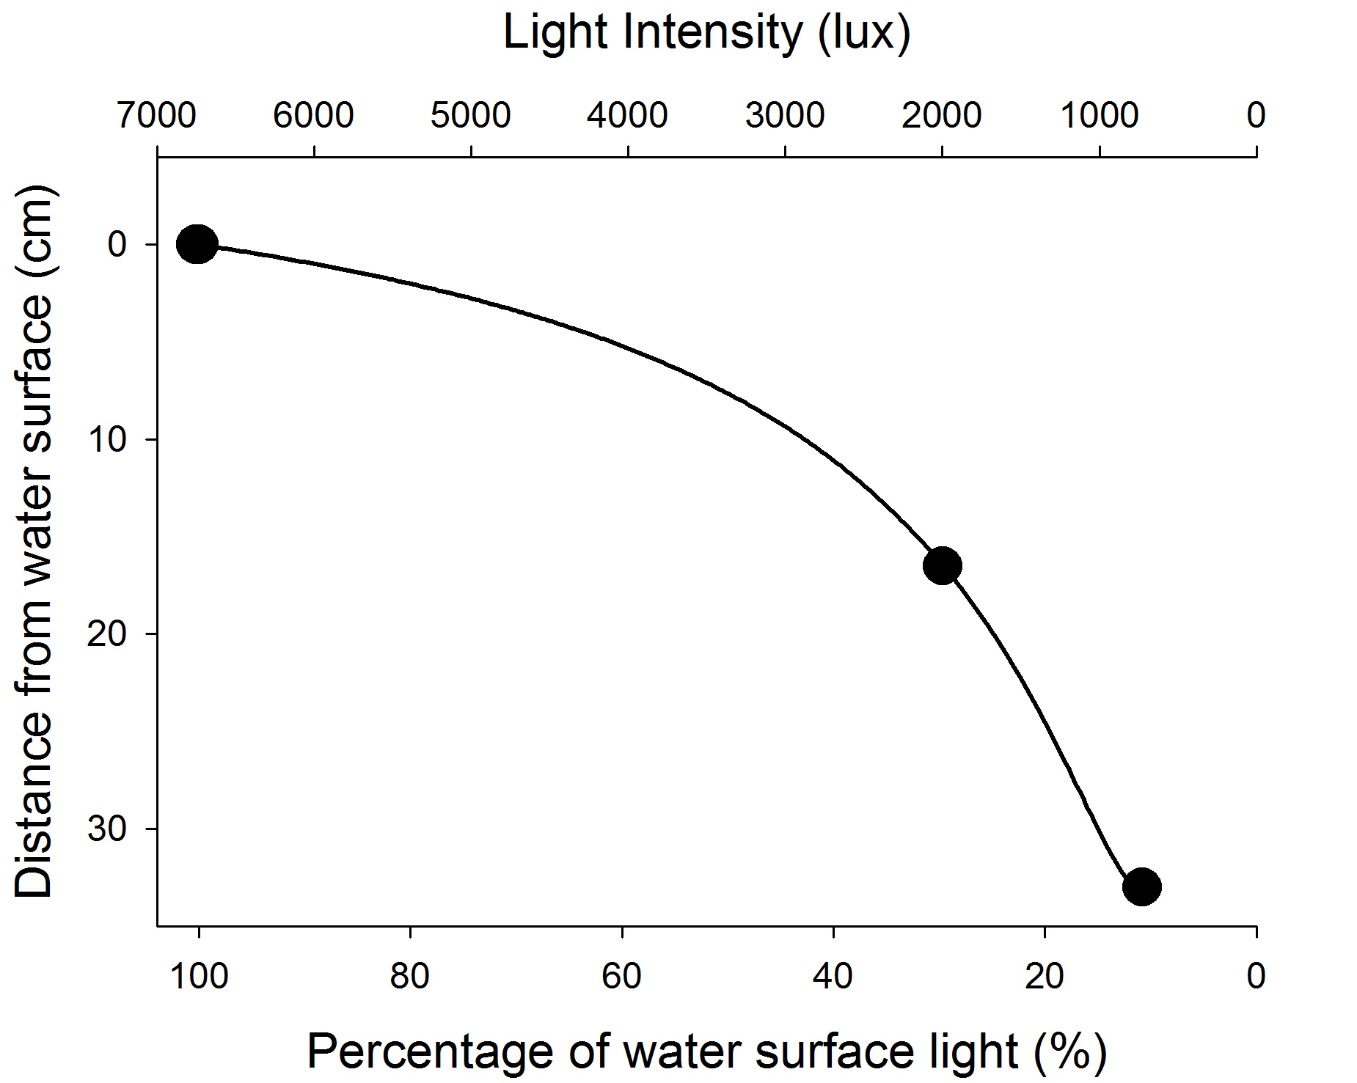

Figure S3. Penetration of fluorescent light into test chambers.

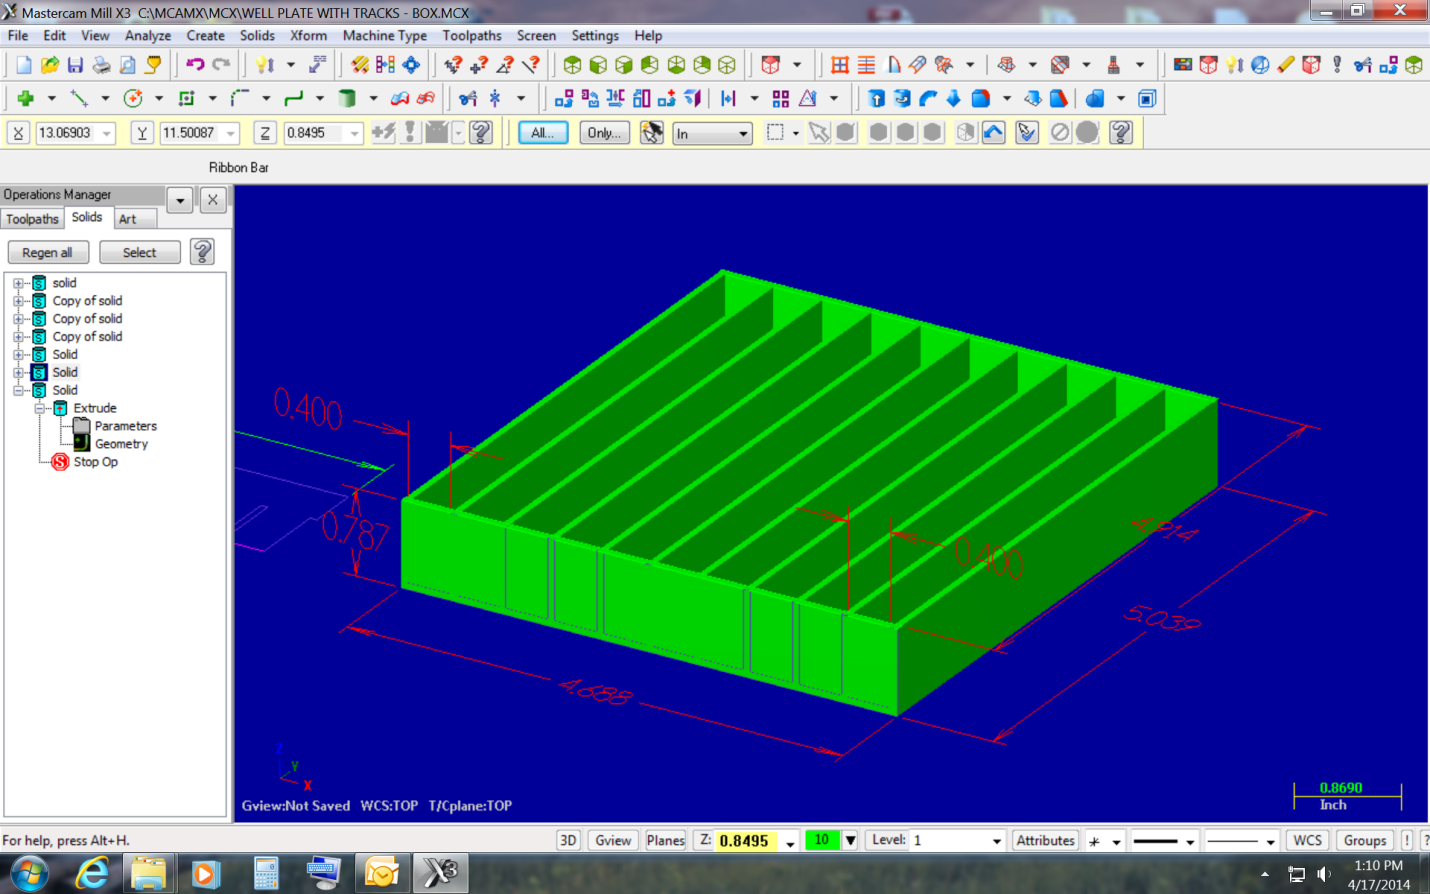

Figure S4. Diagram of phototaxis chamber.

Figure S5. *Daphnia magna* carapace length in the different photoperiod treatments. Asterisks denote a statistically significant (p = 0.05) different relative to the control (16L:8D).

A B

**Experiment 1 – 21 day old *Daphnia***

**Experiment 1 – 7 day old *Daphnia***

C D

**Experiment 2 – 21 day old *Daphnia***

**Experiment 2 – 7 day old *Daphnia***

Figure S6. Phototaxis investigation providing time spent in light versus dark zones in the phototaxis chamber for experimental trials 1 and 2 (each included n = 3) for (A) 7 day old and (B) 21 day old *D. magna*. Black bars indicate the dark zone while white bars indicate the light zone. The “S” and “NS” designations denote significant and non-significant differences (p = 0.05), respectively, in time spent in light versus dark zones within each photoperiod.

A B

**Experiment 1 – 21 day old *Daphnia***

**Experiment 1 – 7 day old *Daphnia***

C D

**Experiment 2 – 21 day old *Daphnia***

**Experiment 2 – 7 day old *Daphnia***

Figure S7. Phototaxis investigation providing swim velocity in light versus dark zones in the phototaxis chamber for experimental trials 1 and 2 (each included n = 3) for (A) 7 day old and (B) 21 day old *D. magna*. Black bars indicate the dark zone while white bars indicate the light zone. The “S” and “NS” designations denote significant and non-significant differences (p = 0.05), respectively, in swim velocity in light versus dark zones within each photoperiod.

Figure S8. Principle component analysis of transcript expression results.

Figure S9. KEGG ontology (KO) annotations for experimental photoperiods. Pie charts provide proportion of significant differentially expressed transcripts (p = 0.01) contributing to each primary KO.

Figure S10. Transcript expression and hierarchical clustering of transcripts within the three major KEGG ontology categories. Labels display KEGG pathway associations.

Supplemental Figure S11. Transcript expression for gene targets having significant differential expression in response to photoperiod relative to the 16L:8D control that were involved in spliceosome processes. Association with the spliceosome is based on KEGG orthology (KO) annotations. Fold changes represent means of all replicates and error bars represent one standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

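The files analysed here hold 30 Agilent one-colour arrays of single *D. magna* from experimental trial 2, with 5 photoperiods, 3 exposure chambers per photoperiod and 2 animals per chamber, taken after 21 days. Experimental trial 1, and both trials combined, were not analysed here.

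The authors extracted a fluorescence intensity for each spot with Agilent Feature Extraction, and the deposited processed signal is that intensity on a linear scale after background subtraction. The file headers give Feature Extraction version 10.7.3.1 and a scan resolution of 3 micrometres. The authors also deposited a table of log2 values, made in GeneSpring by scaling each array to its 75th percentile and subtracting the median of each probe across arrays. Both steps were recomputed from the processed signal, and the correlation with the deposited log2 values was at least 0.99985 on every array. That table has 14398 entries, of which 60 are control probes.

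Each array has 15744 spots. The 536 control spots were left out, as were 188 outlier spots among the 456240 other spots of all arrays, and the spots of a probe were averaged, which left 14338 probes, 14239 of them with a value on all 30 arrays. The log2 of the processed signal was taken and the 75th percentile of the array subtracted. No filter on dim probes was applied. Between 10568 and 12900 probes per array, or 73.7% to 90.0%, were well above background by the call of the extraction software, and the 75th percentile of the processed signal lay between 499 and 736. The number of arrays limits the precision of all values. Where no array of a group was well above background, a fold change is given as a bound against the lowest signal among the probes well above background on each array, between -7.25 and -5.41 on the log2 scale after scaling.

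Differences between photoperiods were tested with limma 3.58.1 in R 4.3.3, with photoperiod, animal letter and their interaction as terms, 20 residual degrees of freedom and 1.907 prior degrees of freedom. The letters A and B are the labels of the 2 animals sampled from a chamber. A transcript responded to a term at an unadjusted p under 0.01. It was called in a photoperiod when it responded to photoperiod, differed from 16L:8D at an unadjusted p under 0.05 in limma's moderated test, and changed by at least 1.5-fold. Adjusted p values are those of Benjamini and Hochberg over all transcripts, at 0.05 where a count is given. An error beside a log2 fold change is limma's standard error. A count of animals higher or lower is of those above or below the mean of the control animals. Chambers were the units of the exact permutation tests, and permutation tests used 100000 draws unless another number is given. All chambers of a photoperiod shared a box and its lamp, so no test here separates photoperiod from box. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for distances, components and figures, and statmod 1.5.0 with limma's duplicateCorrelation.

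On simulated data with 200 of 14239 probes changed between 12L:12D and 16L:8D, 88.5% of the changed probes were called, all in the right direction, and 0.969% of the unchanged probes had a p for photoperiod under 0.01. The number of unchanged probes called was 28 in that comparison and 97 in the other photoperiods. The simulated noise was independent between probes and between arrays, and the changes set were at least 2-fold. The real arrays share main axes of spread, and many calls are of smaller changes. These rates therefore check the fit and do not give its power or false positives on the real arrays.

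The main settings, the alternatives and the rule for naming transcripts were set before the data were examined, apart from the alternatives that are said to have been chosen after seeing the data. The alternatives set then were unmoderated tests, no animal letter, chamber as a random block, replicate number as a block, slide as a block, quantile normalization, normexp background correction with an offset of 50, probes well above background on at least 15 arrays (11860 probes), signals floored at the lowest signal well above background, the deposited log2 table, only the 12 arrays of a pair of photoperiods, a fold change of at least 2, and leaving out each of the 15 chambers. The files lack the mean signal of a spot, so normexp was applied to the median signal. Its offset makes the changes of dim probes smaller by construction. A call lost with normexp for a dim probe therefore need not mean that the change itself is unstable. Chosen after seeing the data were leaving out chambers for the distance between the animals of a chamber, scan as a block, the mean of the E1A spike-in probes as a covariate, principal components of the spread within photoperiods as covariates (components 1 and 2, or 3 and 4) and a two-way analysis of variance by photoperiod and exposure replicate number. Slides and scans were read from the file headers, which give 9 slides and 2 scans of 25 and 5 arrays.

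Transcripts were named by a fixed rule: those that Table 1 lists for trial 2 and that Table S1 or the probe number ties to a probe, the kainate receptor, F-box and transformer transcripts of the paper's text, the largest changes per photoperiod among called transcripts whose 3 chambers changed in the same direction, and those with the smallest p in lists made by keywords. The lists are for the spliceosome, proteasome, ribosome biogenesis, RNA transport, RNA degradation, DNA replication, chaperonins, cuticle, chitin and collagen, eggs, circadian rhythm, visual cues, and glutamate receptors with glutamate decarboxylase. Their members were read from the earlier and newer names in Table S1, which has 959 transcripts, 895 of them named. From these, 31 transcripts are described by name. The files hold no gene annotation and no genome, so no coordinates and no KEGG tests are given, and several accessions of Table 1, that of the blue wavelength opsin among them, could not be tied to a probe.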

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

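The tests of explanations for single animals and for the spike-in probes in this part were chosen after the result was seen. For each of the 31 transcripts described by name and 4 measures of array quality, the 6 animals of each photoperiod were compared with each other, 174 groups in all. The group of DM06742P2 in 20L:4D was left out, since animal A of replicate 1 has no value there. In 18 groups the highest or lowest animal was separated from the nearest of the others by a share of the range of the 6 above Dixon's 95% critical value. Chance gives this in about 1 in 20 groups, or 8.7 groups. The groups are not independent, since many of the transcripts change together and several come from the same animals.

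Animal B of replicate 2 of 16L:8D accounted for 7 of the 18. The separation, as a share of the range, was 0.827 for chitin deacetylase 3 precursor (DM03975P4), 0.776 for vitelline membrane outer layer protein 1 (DM06044P1), 0.759 and 0.736 for cuticle proteins DM12885P2 and DM08522P1, 0.702 for the chorion peroxidase precursor-like transcript DM08907P2, 0.699 for the hypothetical protein DM07114P2 and 0.672 for CPAP1G (DM12209P2). Its array was not weak, with 11890 probes well above background against 11120 to 12308 on the other control arrays, which argues against weak signal. On the plane of the first 2 principal components it lay at an angle of 302.8 degrees, where the other control animals lay between 9.5 and 76.4 degrees and the animals of 12L:12D between 215.0 and 318.1 degrees. A wrong label and a control animal in another state cannot be told apart for this animal, because single animals of every photoperiod spread along the ring and the files hold no independent mark of identity. Its stage in the moult and brood cycle, which was not recorded, stays open as a biological explanation. Without its chamber, 619 transcripts were called in 4L:20D, 726 in 8L:16D, 940 in 12L:12D and 77 in 20L:4D.

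Animal A of replicate 1 of 4L:20D accounted for 5. The separation was 0.83 for cuticle protein DM12885P2, 0.773 for the F-box/LRR-repeat protein (DM09476P2), 0.74 for the chitinase domain-containing protein (DM12429P1), 0.723 for the serine/arginine-rich splicing factor (DM01218P1) and 0.634 for chorion peroxidase precursor (DM03869P1), in each case toward the mean of 16L:8D. With 11159 probes well above background, against 11089 to 12114 on the other arrays of 4L:20D, its array was not weaker than all of those. It lay at 7.9 degrees on the ring, outside the 137.9 to 250.1 degrees of the other animals of 4L:20D and next to the control animals, which start at 9.5 degrees. A wrong label cannot be told apart from the state of this animal for the same reason as above. An exchange with animal B of replicate 2 of 16L:8D would place an animal at 302.8 degrees among those of 4L:20D, which also lies outside their range. The animal's stage stays open and untested. Without its chamber, 822 transcripts were called in 4L:20D.

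The remaining 6 separations were 0.727 and 0.723 for animal B of replicate 2 of 4L:20D (chitin deacetylase 3 precursor and DM07114P2), 0.629 and 0.627 for animal A of replicate 1 of 12L:12D (PER transcript DM14516P3 and chorion peroxidase precursor), 0.627 for animal B of replicate 2 of 8L:16D (chorion peroxidase precursor) and 0.715 for animal B of replicate 1 of 20L:4D (vitelline membrane outer layer protein DM11500P2). No explanation was tested for these animals.

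The E1A spike-in probes, which the paper does not report, were lower in 8L:16D than in 16L:8D. Their mean log2 signal after scaling was -0.22 ± 0.195 (SD, 6 arrays) in 8L:16D and 0.15 ± 0.174 in 16L:8D, a difference of -0.367 (exact permutation test over chambers, p = 0.1, the smallest possible). The differences from 16L:8D were -0.03 in 4L:20D, -0.13 in 12L:12D and -0.17 in 20L:4D (exact permutation p = 0.7, 0.2 and 0.1). More labelled sample RNA on the arrays of 8L:16D would raise their 75th percentile and leave the spike-in signal before scaling as it was. The log2 of the 75th percentile was higher in 8L:16D by 0.17 (exact permutation test over chambers, p = 0.2), and the spike-in mean before scaling was also lower, with a difference of -0.20 and an SD of 0.16 in 8L:16D and 0.15 in 16L:8D (exact permutation test over chambers, p = 0.2). More labelled sample RNA and less spike-in signal cannot be told apart as the source of the difference, because 3 chambers per photoperiod are too few. Whether the animals of 8L:16D held more RNA was not tested, and no biological explanation was tested. With the spike-in mean as a covariate, 1605 transcripts responded to photoperiod and 537 were called in 8L:16D, 293 of them also called without it.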

How the results depend on the processing

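Leaving out chambers for the distance between the animals of a chamber, and the alternatives with scan, spike-in mean, components of the spread within photoperiods or exposure replicate number as the second factor of a two-way analysis were chosen after seeing the data. Apart from leaving out chambers, the 14 main results kept their direction and, for counts, stayed within 1.5 times the value reported in 164 of 195 combinations of result and alternative, and no result reversed. The cause of the changes below was not tested, except where the construction of the alternative shows it.

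The normexp background correction gave 863 transcripts responding to photoperiod, 160 after Benjamini-Hochberg adjustment, 103 for the animal letter and 80 for the interaction, and 361, 313, 515 and 49 transcripts called in 4L:20D, 8L:16D, 12L:12D and 20L:4D. Of these calls 329, 289, 469 and 36 were also called without it. After this correction the median log2 signal of animal A of replicate 1 of 12L:12D (-0.97) and of animal A of replicate 3 of 20L:4D (-1.12) lay above that of the other 28 arrays (-2.13 to -1.81), and the median log2 fold change over all probes was 0.13 in 12L:12D and 0.11 in 20L:4D, against -0.06 and -0.02. Changes in these photoperiods are therefore to be read relative to that shift.

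With slide as a block, 134 transcripts responded to photoperiod after Benjamini-Hochberg adjustment, 30 to the letter, and 304 were called in 20L:4D. The counts called in 4L:20D, 8L:16D and 12L:12D were 677, 507 and 755, of which 348, 245 and 418 were also called without the block. In 8L:16D, 153 were then higher and 354 lower, against 256 and 339. The share lower in 8L:16D also moved with normexp (99 higher and 214 lower), with components 1 and 2 as covariates (23 and 56) and by exposure replicate number (98 and 235). In 4L:20D it moved with these components (67 higher and 65 lower) and by exposure replicate number (84 and 382), in 12L:12D with a fold change of at least 2 (319 higher and 260 lower), and in 20L:4D by exposure replicate number (23 higher and 47 lower). With chamber as a random block, 345 transcripts responded to photoperiod after adjustment and 316 showed the interaction. Scan as a block left 487 after adjustment, and the spike-in mean as a covariate gave 185 transcripts called in 20L:4D. A fold change of at least 2 gave 314, 355, 579 and 36 transcripts called in 4L:20D, 8L:16D, 12L:12D and 20L:4D, fewer by construction.

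Components 1 and 2 of the spread within photoperiods, which hold 41.3% and 18.9% of it, were added as covariates. This left 372 transcripts responding to photoperiod, 17 after adjustment, and 132, 79, 89 and 61 called in 4L:20D, 8L:16D, 12L:12D and 20L:4D, of which 74, 50, 41 and 42 were also called without them. Components 3 and 4 in their place gave 1654 and 731, 666, 962 and 96. The two-way analysis by exposure replicate number gave 303 transcripts for photoperiod after adjustment, 275 for its second factor and 385 for the interaction, and 333, 530 and 70 called in 8L:16D, 12L:12D and 20L:4D.

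Exposure replicate numbers do not pair the chambers of different photoperiods: between chambers with the same number, the correlation of the deviations from the photoperiod mean had a median of 0.04, 0.01 and 0.09 for replicates 1, 2 and 3, between a lowest of -0.599 and a highest of 0.602. With the replicate block, 1584 transcripts responded to photoperiod, and 612, 580, 877 and 104 were called in 4L:20D, 8L:16D, 12L:12D and 20L:4D.

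With each of the 15 chambers left out in turn, the transcripts responding to photoperiod lay between 1066 (without 12L:12D replicate 3) and 1979 (without 8L:16D replicate 1), with 1076 without 12L:12D replicate 2 and 1067 without 16L:8D replicate 3. After Benjamini-Hochberg adjustment they lay between 64 (without 12L:12D replicate 2) and 1305 (without 8L:16D replicate 1), with 1237 without 8L:16D replicate 2, 81 without 12L:12D replicate 3, 130 without 16L:8D replicate 3, 236 without 16L:8D replicate 1, 398 without 4L:20D replicate 3 and 400 without 20L:4D replicate 3. The count for the letter lay between 28 (without 12L:12D replicate 3) and 281 (without 8L:16D replicate 2), with 29 without 16L:8D replicate 2, 35 without 8L:16D replicate 1, 151 without 4L:20D replicate 2 and 161 without 20L:4D replicate 2. The interaction lay between 142 (without 8L:16D replicate 2) and 331 (without 20L:4D replicate 2).

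The transcripts called in 4L:20D lay between 398 (without 4L:20D replicate 3) and 822 (without 4L:20D replicate 1), with 409 without 16L:8D replicate 3. In 8L:16D they lay between 297 (without 16L:8D replicate 1) and 726 (without 16L:8D replicate 2), with 372 without 16L:8D replicate 3. In 12L:12D they lay between 564 (without 12L:12D replicate 2) and 1076 (without 12L:12D replicate 1), with 585 without 12L:12D replicate 3 and 594 without 16L:8D replicate 3. In 20L:4D they lay between 77 (without 16L:8D replicate 2) and 487 (without 20L:4D replicate 2). The share lower moved by over 10 points in 8L:16D without 8L:16D replicate 3 (141 higher and 288 lower) and without 16L:8D replicate 3 (120 and 252), and in 20L:4D without 4L:20D replicate 2 (57 and 47), 16L:8D replicate 2 (25 and 52), 20L:4D replicate 1 (52 and 45) or 20L:4D replicate 2 (128 and 359). With a chamber left out, counts stayed within 1.5 times, the division of photoperiods below stayed the largest, or the p for the distance within chambers stayed above 0.05, in 181 of the 210 combinations.

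The excess of the distance between over that within the groups 4L:20D, 8L:16D and 12L:12D against 16L:8D and 20L:4D lay between 0.866 and 0.907 under other scalings and filters over transcripts responding to photoperiod, the largest of 10 divisions each time. With a chamber left out it lay between 0.566 (without 4L:20D replicate 2) and 1.10 (without 12L:12D replicate 1), and it was the second largest division without 4L:20D replicate 2 and, at 0.686, without 20L:4D replicate 2. The p for the distance between the animals of a chamber (permutation of the animals within their photoperiods) lay between 0.347 and 0.370 under other background corrections, scalings and filters. With a chamber left out, which was chosen for this result after seeing the data, it lay between 0.255 (without 20L:4D replicate 3) and 0.682 (without 12L:12D replicate 1). The mean distance within chambers, 0.982 of that between chambers of a photoperiod, then came to 1.03 of it without 8L:16D replicate 3, 1.02 without 12L:12D replicate 1, 1.01 without 12L:12D replicate 2 and 1.01 without 20L:4D replicate 2. Of the 74 transcripts for genetic information processing, 71 to 73 were lower in 4L:20D, 70 to 74 in 8L:16D, 71 to 74 in 12L:12D and 59 to 73 in 20L:4D with a chamber left out, the lowest in 20L:4D without 20L:4D replicate 1. Their median log2 fold change in 20L:4D of -0.26 was -0.12 without that replicate and -0.44 without replicate 2.

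The 31 transcripts described by name have 62 calls. Without leaving out a chamber and without the alternatives chosen after seeing the data, 33 of these were kept under all others, and 43 were kept with every chamber left out in turn. Components 1 and 2 as covariates removed 56 calls, slide as a block 22, the spike-in mean 12 and normexp 10. None of the 124 values of these transcripts reversed as a call. Signal over background limits the transcripts that were not well above background on most arrays of a group, among them chorion peroxidase transcripts DM03869P1, DM08907P2 and DM03972P1, chitin deacetylase 3 precursor (DM03975P4), DM07108P3 and DM07114P2, where the size of a change depends on signals near background. Keeping only probes well above background on at least 15 arrays gave 1564 transcripts responding to photoperiod and 614, 519, 810 and 103 called in 4L:20D, 8L:16D, 12L:12D and 20L:4D.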

Differences from the paper's values

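The two-way analysis of variance by photoperiod and exposure replicate number named in this part was chosen after seeing the values. It is 1 of 6 ways of forming the first analysis that were tried, and the pairwise tests that follow it are 1 of 6 ways.

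For the variance from within-population subsampling, the paper's count for trial 2 is 275 transcripts and the count here, for the animal letter, is 62. Of the alternatives set before the data were examined, only leaving out replicate 2 of 8L:16D brings it within 1.5 times the paper's value (281), and the others do not. None of these alternatives takes exposure replicate number in place of the letter, so that near match does not explain the difference. For the interaction with photoperiod, the paper's count is 385 and the count here is 209. Chamber as a random block (316), slide as a block (257) and leaving out replicate 2 of 4L:20D (297) or replicate 2 of 20L:4D (331) bring it within 1.5 times, and the other alternatives set before the data were examined do not.

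The paper's count of differentially expressed targets in 8L:16D is 332 and the count here is 595. It comes within 1.5 times with chamber as a random block (493), normexp (313), a fold change of at least 2 (355) and without replicate 3 of 8L:16D (429), replicate 2 (459) or 3 (449) of 12L:12D, replicate 1 (297) or 3 (372) of 16L:8D or replicate 3 of 20L:4D (498), and not under the other alternatives set before the data were examined. For 12L:12D, the paper's count is 530 and the count here is 902. It comes within 1.5 times with unmoderated tests (788), chamber as a random block (741), slide as a block (755), normexp (515), a fold change of at least 2 (579) and without replicate 3 of 4L:20D (781), replicate 2 (564) or 3 (585) of 12L:12D, replicate 1 (649) or 3 (594) of 16L:8D or replicate 3 of 20L:4D (729), and not under the other alternatives set before the data were examined. In 20L:4D, the paper's count is 70 and the count here is 117. It comes within 1.5 times with unmoderated tests (93), no animal letter (98), chamber as a random block (85), the replicate block (104), normexp (49), probes well above background on at least 15 arrays (103) and without replicate 2 (104) or 3 (80) of 4L:20D, any replicate of 12L:12D (82 to 97), replicate 2 (77) or 3 (96) of 16L:8D or replicate 1 (97) or 3 (95) of 20L:4D, and not under the other alternatives set before the data were examined. Components of the spread within photoperiods as covariates, chosen after seeing the data, also bring 20L:4D within 1.5 times (61 with components 1 and 2, 96 with components 3 and 4).

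A two-way analysis of variance by photoperiod and exposure replicate number on the deposited log2 table with its control probes, a setting chosen after seeing the values, gives 1468, 275 and 385, which are the paper's counts for photoperiod, subsampling and their interaction. Limma on the 12 arrays of each pair of photoperiods without the animal letter, restricted to that list, then gives 466, 333, 530 and 70 for 4L:20D, 8L:16D, 12L:12D and 20L:4D, where the paper's counts are 466, 332, 530 and 70. The other 5 ways of forming the first analysis, with the letter, with both factors or on linear values, gave 1335 to 1588 for photoperiod, 52 to 287 for the second factor and 191 to 549 for the interaction. The other 5 ways of forming the pairwise tests gave 452 to 475, 294 to 383, 525 to 532 and 60 to 79, among them 466 and 530 when fitted on that list alone. The exact match of 1468, 275 and 385 argues that the paper's second factor was exposure replicate number and not the animal letter. The counts for the letter and its interaction would then be of another factor than the paper's 275 and 385. Of the paper's entries in Table S1 for trial 2, 349 of 466, 275 of 332, 449 of 530 and 49 of 70 were also called here, and all changed in the same direction.

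The paper states that tests with Benjamini-Hochberg correction yielded very few differentially expressed transcripts. Here 798 transcripts responded to photoperiod with that adjustment. The lowest counts under other settings were 17 with components 1 and 2 as covariates, chosen after seeing the values, 64 and 81 without replicate 2 or 3 of 12L:12D, 130 without replicate 3 of 16L:8D and 134 with slide as a block. The paper states that subsamples tended to cluster together in the plots of principal components. Here the animals of a chamber were 127 log2 units apart and those of different chambers of a photoperiod 130 (one-sided permutation test, p = 0.372).

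The paper states that PER was lower in short-day length photoperiods. Of the 3 PER transcripts in Table 1, 2 could be tied to a probe, and here neither of these was called in 4L:20D or 8L:16D, where DM09904P4 changed by -0.25 and -0.43 and DM14516P3 by 0.13 and -0.06, apart from DM09904P4 in 8L:16D with slide as a block (-0.63). For CPAP1G (DM12209P2), stated to be higher in the short-day length photoperiods, the change was -0.61 in 4L:20D and 1.45 in 8L:16D, neither called, although 8L:16D was called without replicate 1 of 8L:16D and without replicate 2 of 16L:8D. Vitellogenin fused with superoxide dismutase (DM01555P3), also stated to be higher there, was higher in 4L:20D and 8L:16D (0.97 and 0.77) but not called. It was called in 4L:20D with the replicate block and without replicate 1 or 2 of 4L:20D, replicate 2 of 16L:8D or replicate 1 of 20L:4D, in 8L:16D with only the 12 arrays of the pair, and in 4L:20D also with scan as a block and with components 3 and 4 as covariates, both chosen after seeing the values. Class a rhodopsin G-protein coupled receptor 2 (DM12611P4), stated to be lower to a significant degree, was lower in 4L:20D and 8L:16D (-0.34 and -0.17). It was called in no photoperiod and under no alternative. Both changes are under 1.5-fold, so the missing calls do not bear on a small decrease. The comparable value is its unadjusted p for photoperiod, 0.0639 from limma's moderated test. That p was above the threshold for responding to photoperiod, where Table 1 gives a smaller p. For trial 2, Table S1 lists these PER transcripts only in 20L:4D, and CPAP1G and vitellogenin only in 12L:12D. All of these were also called here. It lists no trial 2 entry for DM12611P4. The differences in this paragraph are therefore from the paper's statements and not from its listed calls.

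Several calls in Table S1 for transcripts named in the text were not made here. Endocuticle structural glycoprotein SgAbd-2 (DM06037P2) in 8L:16D and 12L:12D is called with no animal letter, with normexp and, chosen after seeing the values, with components 1 and 2 as covariates and by exposure replicate number. In 12L:12D it is also called without replicate 2 or 3 of 12L:12D, without replicate 2 of 20L:4D and, chosen after seeing the values, with components 3 and 4. Transformer (DM06854P1) in 12L:12D is called without replicate 2 of 16L:8D and, chosen after seeing the values, by exposure replicate number. The uncharacterized protein DM07108P3 in 12L:12D is called with slide as a block, with normexp, with only the 12 arrays of the pair, without replicate 1 of 12L:12D and, chosen after seeing the values, with scan as a block and by exposure replicate number. Transformer-2 (DM11280P1) in 4L:20D and 8L:16D is called with quantile normalization, without replicate 2 or 3 of 20L:4D and, chosen after seeing the values, by exposure replicate number.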

Other observations

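The comparisons with other assignments of chambers to photoperiods for the transcripts responding to photoperiod and called in each pair, and the tests of the correlation of cuticle and egg transcripts and of slides on them, were planned. All other tests in this part were chosen after the result was seen.

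Whether chance could give the counts was tested by assigning whole chambers to photoperiods at random, 100 assignments in all with the real one. For the 1636 transcripts responding to photoperiod only 1 of 100, the real one, gave a count as large (median of the others 186, highest 1353). Likewise only 1 of 100 did so for the 798 transcripts after Benjamini-Hochberg adjustment (highest of the others 598). Chance assignment of chambers can therefore be excluded for both counts. An effect of the box that all chambers of a photoperiod shared cannot be excluded, since box and photoperiod coincide. Between pairs of photoperiods, 10 divisions of the chambers are possible, so the share is never under 0.1 and chance cannot be excluded. The count in 4L:20D, in 8L:16D and in 12L:12D was reached by 1 of 10 divisions, the real one, and the count in 20L:4D by 4 of 10. Exchanging the letters within chambers gave a count as large as the 62 for the letter in 44 of 100 exchanges and as large as the 209 for the interaction in 20 of 100, so chance can be excluded for neither.

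The positions of the animals on the 2 main axes of the spread within photoperiods, as covariates, left 372 transcripts responding to photoperiod, and 14 of 100 assignments of chambers gave a count as large, so chance cannot be excluded for what remains. Components 3 and 4 as covariates, which cost as many degrees of freedom, left 1654 transcripts. A large part of the difference between photoperiods therefore lies along the axes on which animals of a photoperiod also differ. This may mean that the few animals per photoperiod happened to differ in a state they share across photoperiods, or that photoperiod itself shifts that state, and the covariates do not separate these. With scan as a block 1493 transcripts responded, 1305 of them among the 1636, and with the spike-in mean as a covariate 1605, 1330 of them among the 1636, which argues against each as the whole cause. With slide as a block 1179 responded, and 1 of 100 assignments of chambers with the same block, the real one, gave a count as large (highest of the others 756), so chance can be excluded for it and slides are argued against as the whole cause. Only 705 of these 1179 are among the 1636, the count after Benjamini-Hochberg adjustment is 134, and 348 of 657, 245 of 595, 418 of 902 and 62 of 117 calls in 4L:20D, 8L:16D, 12L:12D and 20L:4D are kept, so which transcripts respond depends on this block, and a part played by slides stays open.

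On the first 2 principal components the 30 arrays formed a ring. The smallest distance from the centre was 0.826 of the median distance, against 0.194 on average in 100000 simulated normal clouds of 30 points with the same covariance, and the share with a value as large, the real arrays counted among them, was 1e-05, the smallest they can give. It was between 0.816 and 0.844 with quantile normalization, filtering, flooring or the deposited table. With normexp the ring lay on components 1 and 3 (0.711) and not on 1 and 2 (0.138). With the number of probes well above background and its square removed from every probe the value was 0.488 (share of simulated clouds 0.00502), and with scan removed 0.702 (share 1e-05), so the ring stayed, which argues against each as its whole source. With the 75th percentile, the spike-in mean and their squares removed it was 0.363 (share 0.0603, and a median of 0.366 with these measures permuted among arrays), so a ring made by labelling yield and one made by the animals cannot be told apart, because removing 4 terms unrelated to the ring from 30 arrays weakens it as much. In 5 relations tested, the angle on the ring was not significantly related to the number of probes well above background (permutation p = 0.472, adjusted 0.472), the 75th percentile (p = 0.0981, adjusted 0.245), the spike-in mean (p = 0.4, adjusted 0.472) or scan (p = 0.41, adjusted 0.472), which by itself excludes none of them. The 75th percentile was explained by the angle to 15.9%, against 6.89% by permutation. Slide was related to the angle before adjustment (41.4% explained against 28.0% by permutation, p = 0.0487, adjusted 0.243, and p = 0.0336 with arrays permuted within photoperiods), so a contribution of slides stays open. The angles of a photoperiod's animals were more concentrated than by chance (0.584 against 0.375, permutation p = 0.00316).

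Cuticle, chitin, collagen and egg transcripts (25 in Table S1) had large changes and also a large spread within photoperiods, with a median SD of 1.36 log2 units against 0.33 for random lists. One planned test, the median pairwise correlation of their residuals (0.0359, percentile 53.5 of 10000 random lists), does not decide whether they vary with a cycle of the animals, because members go up and down; for it, a cycle and independent variation cannot be told apart. The median absolute correlation was 0.403, against 0.221 for random lists and 0.267 at their 95th percentile. The first 2 components of the spread within photoperiods, computed from the other probes, held 63.9% of the spread of these transcripts (median), against 27.3% for random lists. Moulting and egg production recur in a cycle in *Daphnia*, and the position of single animals in that cycle may be part of both the ring and these changes. This is a hypothesis found and tested on the same data, since stage was not recorded and most of these transcripts were listed for their change in these animals. With slide as a block 21 of their 41 calls were kept, which argues against a batch of slides as the whole cause, and a part of it stays open. With components 1 and 2 as covariates 6 calls were made.

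Some values belong at no claim. Table S1 holds 306 of the paper's entries for trial 1, and 191 of them (62.4%) had the same sign in trial 2 here, against 49.9% on average with the chambers of trial 2 permuted (p = 0.179, 10000 permutations). By photoperiod, 33 of 63 had the same sign in 4L:20D (52.4%) and 64 of 116 in 8L:16D (55.2%). In 12L:12D it was 76 of 97 (78.4%), and in 20L:4D 18 of 30 (60.0%). Entries for both trials numbered 30, and 29 had the same sign. Across transcripts, which are not independent replicates, the log2 fold changes of 4L:20D had a correlation of 0.725 with those of 8L:16D, 0.66 with 12L:12D and 0.764 with 20L:4D, those of 8L:16D of 0.902 with 12L:12D and 0.396 with 20L:4D, and those of 12L:12D of 0.283 with 20L:4D. Of the transcripts called in both photoperiods, in the same order, 364 of 364, 453 of 458, 86 of 89, 506 of 506, 48 of 51 and 57 of 62 changed in the same direction. All share the control animals: groups without a difference, set against the same controls, gave 0.466 on average in 100 draws, between -0.408 and 0.936.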
